# Genome-wide evolution and expression analysis of the *MYB-CC* gene family in *Brassica* spp.

**DOI:** 10.7717/peerj.12882

**Published:** 2022-02-25

**Authors:** Bin-Jie Gu, Yi-Kai Tong, You-Yi Wang, Mei-Li Zhang, Guang-Jing Ma, Xiao-Qin Wu, Jian-Feng Zhang, Fan Xu, Jun Li, Feng Ren

**Keywords:** MYB-CC, Evolution, *Brassica*, Diploid, Allotetraploid

## Abstract

The MYB-CC family is a subtype within the MYB superfamily. This family contains an MYB domain and a predicted coiled-coil (CC) domain. Several MYB-CC transcription factors are involved in the plant’s adaptability to low phosphate (Pi) stress. We identified 30, 34, and 55 *MYB-CC* genes in *Brassica rapa*, *Brassica oleracea*, and *Brassica napus*, respectively. The *MYB-CC* genes were divided into nine groups based on phylogenetic analysis. The analysis of the chromosome distribution and gene structure revealed that most *MYB-CC* genes retained the same relative position on the chromosomes and had similar gene structures during allotetraploidy. Evolutionary analysis showed that the ancestral whole-genome triplication (WGT) and the recent allopolyploidy are critical for the expansion of the *MYB-CC* gene family. The expression patterns of *MYB-CC* genes were found to be diverse in different tissues of the three *Brassica* species. Furthermore, the gene expression analysis under low Pi stress revealed that *MYB-CC* genes may be related to low Pi stress responses. These results may increase our understanding of *MYB-CC* gene family diversification and provide the basis for further analysis of the specific functions of *MYB-CC* genes in *Brassica* species.

## Introduction

Phosphorus (P) is an essential macronutrient for plant growth and development. It plays a vital role in a number of processes, including metabolic regulation, energy transfer, and protein activation (Marschner & Marschner, 2012). P is transported into the plant from the soil, which is key to maintaining P levels in plant cells (Raghothama & Karthikeyan, 2005). P is abundant in many soils, however, plants utilize a phosphate (Pi) form that is very scarce (Holford, 1997). Consequently, plants often encounter Pi deficiency in agricultural and natural systems’ soils (Raghothama, 1999). In order to improve the absorption and usage of Pi in the soils, plants have evolved many adaptive responses to low Pi stress, known as Pi starvation response (PSR) (Raghothama, 1999; Williamson et al., 2001; Vance, Uhde-Stone & Allan, 2003). Morphologically, the architecture of the root system is altered under low Pi stress, which leads to a high root-shoot ratio and the root hair proliferation to enhance the total surface area for soil exploration (Williamson et al., 2001; Lopez-Bucio et al., 2002). Plants increase the availability of endogenous and exogenous inorganic Pi by increasing the P-replacing enzyme activity in metabolites and structural compounds and by releasing organic acids into soil solution (Duff, Sarath & Plaxton, 1994; Raghothama, 1999; Vance, Uhde-Stone & Allan, 2003). Furthermore, the root tips of some plants combine with mycorrhizal fungi to form mutually beneficial symbionts to modify soil scavenging potential (Harrison, 1999; Watt & Evans, 1999).

In Arabidopsis’ PSR, a subset of genes is induced or suppressed (Wu et al., 2003; Misson et al., 2005). Pi starvation-induced (PSI) genes may be regulated by several transcription factors, of which PHOSPHATE STARVATION RESPONSE 1 (PHR1) is the key transcription factor (TF) in vascular plants (Rubio et al., 2001; Devaiah, Karthikeyan & Raghothama, 2007; Devaiah et al., 2009; Ren et al., 2012). In Arabidopsis, PHR1 with a MYB domain and a predicted coiled-coil (CC) domain belongs to a 15-member family of MYB-CC transcription factors (Rubio et al., 2001). PHR1 and its homologues are also members of GARP subfamily transcription factors as they contain a consensus sequence (SHLQ(K/M)(Y/F)) similar to the motif (SHAQK(Y/F)F) found in MYB-related proteins (Du et al., 2013; Safi et al., 2017). PHR1 may bind to the specific *cis*-element (PHR1-binding sequence, P1BS) with an imperfect palindromic sequence GNATATNC in the promoter of PSI genes (Rubio et al., 2001). The Arabidopsis *phr1* mutant displays a decreased expression of a subset of PSI genes and modified PSR, including a reduced Pi content and the accumulation of anthocyanin (Rubio et al., 2001; Misson et al., 2005). However, the overexpression of *PHR1* in transgenic Arabidopsis increased the expression of a subset of PSI genes, the Pi content, and anthocyanin accumulation (Nilsson, Muller & Nielsen, 2007). The binding of PHR1 to P1BS elements in PSI gene promoters may be modulated by the SPX domain-containing proteins, such as SPX1 and SPX2, which interact with PHR1 and its orthologs to inhibit their activity, thereby suppressing PSR (Puga et al., 2014; Wang et al., 2014; Wild et al., 2016). PHR1 and the other MYB-CC members (PHL1, PHL2, PHL3 and PHL4) are crucial components of the central regulatory system controlling Arabidopsis’ transcriptional responses to Pi starvation (Bustos et al., 2010; Sun et al., 2016; Wang et al., 2018). Several *PHR1* ortholog genes have been identified and characterized in different species (Valdes-Lopez et al., 2008; Zhou et al., 2008; Ren et al., 2012; Wang et al., 2013; Wang et al., 2019). The identification of PHR1 homologs and the establishment of their roles in these species have shown that central regulators have highly conserved functions. Furthermore, it suggests that members of the MYB-CC family may play a transcriptional regulatory role in controlling Pi uptake and homeostasis in plants. Therefore, it is crucial to identify *MYB-CC* genes and explore their regulatory roles in plant Pi uptake and homeostasis.

*Brassica napus* is a global essential oil crop. It is primarily cultivated for its healthy edible oil that is extracted from the seeds and its utility as a renewable biofuel, which is receiving increased attention. Vegetable types of the species have also been bred for consumption by both human and animals. *B. napus* is an allopolyploid (AACC, 2n = 38) resulting from natural interspecific hybridization between its two parental species: *Brassica rapa* (AA, 2n = 20) and *Brassica oleracea* (CC, 2n = 18) (Beilstein, Al-Shehbaz & Kellogg, 2006; Chalhoub et al., 2014). The genome evolution assay indicates the whole-genome triplication event in the *Brassica* lineage occurred about 13–17 million years ago (Ma) after it diverged from *Arabidopsis thaliana* about 20 Ma (Johnston et al., 2005; Town et al., 2006; Yang et al., 2006; Lysak et al., 2007; Mun et al., 2009). *B. oleracea* and *B. rapa* are also important vegetable crop species with a wide genetic and morphological diversity. *B. rapa* and *B. oleracea* differentiated from their ancestor approximately 3.75 Ma (Inaba & Nishio, 2002). The genome was doubled to form the heterotetraploid *B. napus* about 10,000 years ago (Cheung et al., 2009). Homologous fragment sequences in *B. napus*, *B. rapa*, and *B. oleracea* genomes indicate that there is a near-perfect microcollinearity between them (Cheung et al., 2009; Wang et al., 2011).

Our previous study revealed that *BnPHR1* may play a crucial regulatory role in the Pi starvation response in *B. napus* (Ren et al., 2012). However, there is still a lack of research on other *MYB-CC* genes in *B. napus* and its parental species, *B. rapa* and *B. oleracea*. We conducted an evolutionary-based genome-wide analysis of the *MYB-CC* gene family in *Brassica* species. The gene structure, chromosome distribution, conserved motifs, phylogenetic relationship, *cis-*elements, and expression profiles were assayed systematically. These results may illuminate the evolutionary history of the *MYB-CC* gene family and assist in the investigation of the functions of *MYB-CC* genes in the *Brassica* species.

## Materials and Methods

### Plant materials and growth conditions

*B. napus* (accession Zhongshuang11) was kindly provided by the Oilcrops Research Institute, Chinese Academy of Agricultural Sciences. The seeds were disinfected in 70% ethanol for 1 min, washed with ddH_2_O three to four times, placed on a Petri dish lined with two layers of filter paper, and then germinated at 24 °C in growth chamber. After 3 days, the germinated seedlings were transferred to MS medium containing 0.3% agar and 3% sucrose at pH 5.7. The seedlings grew at 24 °C under a long-day light cycle (16 h light/8 h dark) and a relative humidity of 65%. Then the two-week-old plants were cultured in 1 mM and 1 μM Pi liquid medium for 24 h, respectively. Rapeseed seedlings’ shoots and roots were collected and frozen in liquid nitrogen. The RNA-seq analysis was carried out by Biomarker (Beijing). A total of 16 RNA samples were sequenced using the Illumina HiSeq 2,000 platform (Illumina, USA). The transcript abundance (FPKM value) was calculated based on the length of the gene and the reads mapped gene. The heatmap was constructed using TBtools (Chen et al., 2020). The raw RNA-seq data were deposited in the NCBI SRA database (https://ncbi.nlm.nih.gov/sra/) under the accession number PRJNA739537 and the assembled transcriptome data were deposited in the NCBI GEO database (https://www.ncbi.nlm.nih.gov/geo/)under the accession number GSE192452.

### Identification of MYB-CC gene family in *B. napus, B. rapa*, and *B. oleracea*

The genes and proteins sequences in *B. napus*, *B. rapa*, and *B. oleracea* were downloaded from two databases (Genoscope: https://www.genoscope.cns.fr/brassicanapus/ and BRAD: http://brassicadb.cn/). The *MYB-CC* members were selected from *B. napus*, *B. rapa*, and *B. oleracea* by considering the E value < e^−10^ when compared with the 15 known *MYB-CC* protein sequences from *A. thaliana* (TAIR: http://www.arabidopsis.org/). This was achieved using BLAST on a computer (Rubio et al., 2001). The candidate protein sequences were further filtered using PFAM (http://pfam.xfam.org/) (Finn et al., 2014) and InterProScan (http://www.ebi.ac.uk/interpro) (Mitchell et al., 2015) according to the MYB and CC domains. The molecular weight and isoelectric point of MYB-CC members were calculated with ExPASy (Gasteiger et al., 2003).

### Multiple sequence alignment and phylogenetic analysis of MYB-CC family

We constructed multiple sequence alignments of BnaMYB-CC, BraMYB-CC, BolMYB-CC, and AtMYB-CC using Clustal X (Thompson et al., 1997). The unrooted phylogenetic trees were constructed using the Neighbor-Joining (NJ) method. This was done using MEGA 6.0 software with the JTT model and pairwise gap deletion option (Tamura et al., 2013). The bootstrap analysis was conducted with 1,000 iterations.

### Chromosomal location and gene duplication

The position of the *MYB-CC* genes was investigated according to the *B. napus* v4.1.chromosomal database (http://www.genoscope.cns.fr) and the Brassica database (BRAD, http://brassicadb.org). MapInspect software was used to locate the *MYB-CC* genes. The gene duplication was defined as: a coverage region between two sequences of more than 70% with more than 85% similarity in the coverage region (Zhou et al., 2004; Yang et al., 2008). Additionally, the *ka* (non-synonymous mutation rate) and *ks* (synonymous mutation rate) values of the repeating gene pairs were calculated using DnaSp software.

### Gene structure and conserved motif analysis

GSDS (http://gsds.gao-lab.org/) was used to determine the exon/intron distribution of *BnaMYB-CCs* through the comparison of CDS and genomic sequences (Guo et al., 2007). The conserved motifs of BnaMYB-CCs were identified using MEME (Bailey et al., 2006) with the flowing parameters: the maximum number of motif: 10; the optimum width: 6–250; the number of repetitions: any. InterProScan was used to annotate the motifs (Quevillon et al., 2005).

### Promoter elements analysis

From BRAD, a sequence of 2,000 bp upstream of the start codon was obtained for each *MYB-CC* gene and submitted to the PlantCARE website to determine the distribution of *cis*-elements in *MYB-CC* promoters (http://bioinformatics.psb.ugent.be/webtools/plantcare/html/) (Lescot et al., 2002).

### Gene expression patterns in different tissues

The expression patterns of *MYB-CC* genes in different *B. rapa, B. oleracea*, and *B. napus* tissues were analyzed with previously published transcriptomic data (Tong et al., 2013; Yu et al., 2014; Sun et al., 2017). RNA-seq data were collected from the GEO database using accession numbers GSE43245 and GSE42891.

## Results

### Identification of MYB-CC genes in *B. napus, B. rapa*, and *B. oleracea*

The *B. napus*, *B. rapa*, and *B. oleracea* genomes were searched using the protein sequences of 15 MYB-CCs in *A. thaliana*. A total of 55 *MYB-CC* genes were identified in *B. napus* and were equally distributed in the A_n_ and C_n_ subgenomes (27 genes in A_n_ and 28 genes in C_n_, respectively) (Table 1). A nomenclature system was used to distinguish the *MYB-CC* genes. The identified *MYB-CC* genes in *B. napus* were designated as *BnaMYB-CC01* to *BnaMYB-CC55* based on their order on A_n_01, C_n_01, A_n_02, C_n_02, etc.. The majority of BnaMYB-CCs contained 148 to 526 amino acids with molecular weights ranging from 16.991 kDa to 59.691 kDa. The predicted isoelectric points (pI) varied from 4.99 to 10.55 (Table 1). A total of 30 *MYB-CC* genes were identified in *B. rapa* and were designated as *BraMYB-CC01* to *BraMYB-CC30* based on their order on A_r_01-Ann (Table S1). Furthermore, 34 *MYB-CC* genes were identified in *B. oleracea* and were assigned as *BolMYB-CC01* to *BolMYB-CC34* based on their order on C_o_01-Cnn (Table S2).

**Table 1:** MYB-CC gene family in *B. napus*.

Gene name	Gene symbol	Length (aa)	MW (Da)	pI	chr.Location
*BnaMYB-CC01*	*BnaA01g37390D*	384	43,238.60	6.96	chrA01_random:2673192..2675057
*BnaMYB-CC02*	*BnaA01g08300D*	417	45,819.52	6.08	chrA01:3948585..3951254
*BnaMYB-CC03*	*BnaA01g23340D*	292	31,712.71	6.24	chrA01:15684038..15686754
*BnaMYB-CC04*	*BnaA01g30110D*	437	48,643.16	5.75	chrA01:20712451..20715282
*BnaMYB-CC05*	*BnaA01g30340D*	234	26,916.35	6.90	chrA01:20844513..20846132
*BnaMYB-CC06*	*BnaC01g09850D*	403	44,256.62	6.03	chrC01:5804612..5807008
*BnaMYB-CC07*	*BnaC01g30360D*	292	31,703.72	6.24	chrC01:28760606..28763683
*BnaMYB-CC08*	*BnaC01g38060D*	437	48,633.04	5.63	chrC01:37146750..37149877
*BnaMYB-CC09*	*BnaA02g36130D*	148	16,991.72	9.67	chrA02_random:724386..725308
*BnaMYB-CC10*	*BnaA02g14410D*	324	36,771.36	6.29	chrA02:8128787..8130586
*BnaMYB-CC11*	*BnaA02g30980D*	401	44,544.40	4.99	chrA02:22387811..22390602
*BnaMYB-CC12*	*BnaC02g01850D*	376	42,385.10	6.72	chrC02:789792..792229
*BnaMYB-CC13*	*BnaC02g19330D*	334	37,761.68	7.13	chrC02:15635506..15637277
*BnaMYB-CC14*	*BnaC02g39290D*	314	35,590.55	5.07	chrC02:42253955..42255665
*BnaMYB-CC15*	*BnaA03g55680D*	372	42,063.01	7.20	chrA03_random:375685..378053
*BnaMYB-CC16*	*BnaA03g32590D*	432	48,203.65	5.71	chrA03:15741533..15744207
*BnaMYB-CC17*	*BnaA03g37160D*	294	32,195.22	6.20	chrA03:18367120..18369001
*BnaMYB-CC18*	*BnaC03g73670D*	422	47,150.68	5.63	chrC03_random:1699065..1702064
*BnaMYB-CC19*	*BnaC03g43430D*	294	32,237.26	6.41	chrC03:28447863..28449907
*BnaMYB-CC20*	*BnaA05g37380D*	381	42,773.13	6.37	chrA05_random:2969117..2971012
*BnaMYB-CC21*	*BnaA05g33010D*	352	39,166.69	5.61	chrA05:22501618..22504921
*BnaMYB-CC22*	*BnaC05g40460D*	231	26,542.02	7.23	chrC05:38626692..38627882
*BnaMYB-CC23*	*BnaC05g47270D*	397	44,239.56	5.60	chrC05:42338193..42340293
*BnaMYB-CC24*	*BnaC05g47520D*	372	41,833.12	6.51	chrC05:42526968..42528869
*BnaMYB-CC25*	*BnaA06g00030D*	364	40,365.02	5.92	chrA06:15215..16810
*BnaMYB-CC26*	*BnaC06g19840D*	343	38,387.30	8.76	chrC06:21970139..21972032
*BnaMYB-CC27*	*BnaC06g25290D*	352	40,134.09	5.65	chrC06:26862555..26864876
*BnaMYB-CC28*	*BnaC06g28050D*	334	37,763.62	7.12	chrC06:29356276..29358118
*BnaMYB-CC29*	*BnaC06g39850D*	355	39,560.42	8.40	chrC06:36783795..36785668
*BnaMYB-CC30*	*BnaA07g00280D*	338	37,838.63	6.01	chrA07:257201..258856
*BnaMYB-CC31*	*BnaA07g05970D*	212	24,849.54	10.55	chrA07:6257304..6259312
*BnaMYB-CC32*	*BnaA07g20350D*	343	38,340.27	8.76	chrA07:15976488..15978194
*BnaMYB-CC33*	*BnaA07g24220D*	321	36,838.51	6.00	chrA07:18088750..18090258
*BnaMYB-CC34*	*BnaA07g28130D*	331	37,499.33	7.12	chrA07:20352170..20354016
*BnaMYB-CC35*	*BnaA07g34920D*	355	39,531.42	8.40	chrA07:23644702..23646584
*BnaMYB-CC36*	*BnaC07g00540D*	340	38,246.02	5.67	chrC07:701526..703146
*BnaMYB-CC37*	*BnaC07g07340D*	526	59,691.65	7.12	chrC07:11638655..11641909
*BnaMYB-CC38*	*BnaC07g18520D*	280	31,234.19	7.72	chrC07:25179396..25180928
*BnaMYB-CC39*	*BnaC07g41450D*	422	46,905.98	6.42	chrC07:41325045..41327724
*BnaMYB-CC40*	*BnaA08g13620D*	396	43,731.26	5.75	chrA08:11763924..11766763
*BnaMYB-CC41*	*BnaC08g08750D*	282	31,016.14	7.09	chrC08:13171439..13172925
*BnaMYB-CC42*	*BnaC08g13160D*	398	43,966.59	5.81	chrC08:18195906..18198659
*BnaMYB-CC43*	*BnaA09g03540D*	409	45,786.78	6.16	chrA09:1797716..1800204
*BnaMYB-CC44*	*BnaA09g10270D*	317	35,908.38	5.13	chrA09:5256551..5258734
*BnaMYB-CC45*	*BnaC09g02840D*	411	45,904.72	5.73	chrC09:1647123..1648856
*BnaMYB-CC46*	*BnaC09g54190D*	393	44,222.36	6.00	chrC09_random:4002389..4004564
*BnaMYB-CC47*	*BnaC09g10430D*	326	36,745.23	5.43	chrC09:7051680..7053999
*BnaMYB-CC48*	*BnaC09g48760D*	335	37,665.00	8.33	chrC09:47473893..47476388
*BnaMYB-CC49*	*BnaA10g16590D*	392	44,300.48	5.91	chrA10:12579079..12581358
*BnaMYB-CC50*	*BnaA10g24150D*	374	42,216.30	7.66	chrA10:15810902..15813379
*BnaMYB-CC51*	*BnaAnng01860D*	375	42,283.01	6.69	chrAnn
*BnaMYB-CC52*	*BnaAnng05640D*	280	31,236.12	8.54	chrAnn
*BnaMYB-CC53*	*BnaCnng44310D*	372	42,127.01	7.20	chrCnn
*BnaMYB-CC54*	*BnaCnng52990D*	381	43,430.00	8.56	chrCnn
*BnaMYB-CC55*	*BnaCnng55690D*	353	39,424.12	6.04	chrCnn

### Evolutionary analysis of MYB-CC family

To explore the evolutionary relationship of the MYB-CC gene family, an unrooted phylogenetic tree was generated using the Neiboring-Joining (NJ) method based on the full-length of 134 MYB-CC protein sequences from *A. thaliana, B. napus, B. rapa*, and *B. oleracea*. As shown in Fig. 1, the MYB-CC proteins were classified into nine distinct groups based on the branch of the phylogenetic tree. Group E and Group F each had 20 members, which were the larger groups. Group I was the smallest group with only two MYB-CC members. Group A, B, C, D, G, and H contained 19, 14, 14, 16, 13, and 14 members, respectively. One of the Arabidopsis MYB-CC members (coded by At2g01060) was not found to have a homolog in *B. napus*. The MYB-CC proteins in Group E were homologous to AtPHR1 and AtPHL4, and the members of Group B were homologs of AtPHL2 and AtPHL3. AtPHL1 belonged to Group F (Fig. 1).

**Figure 1:**
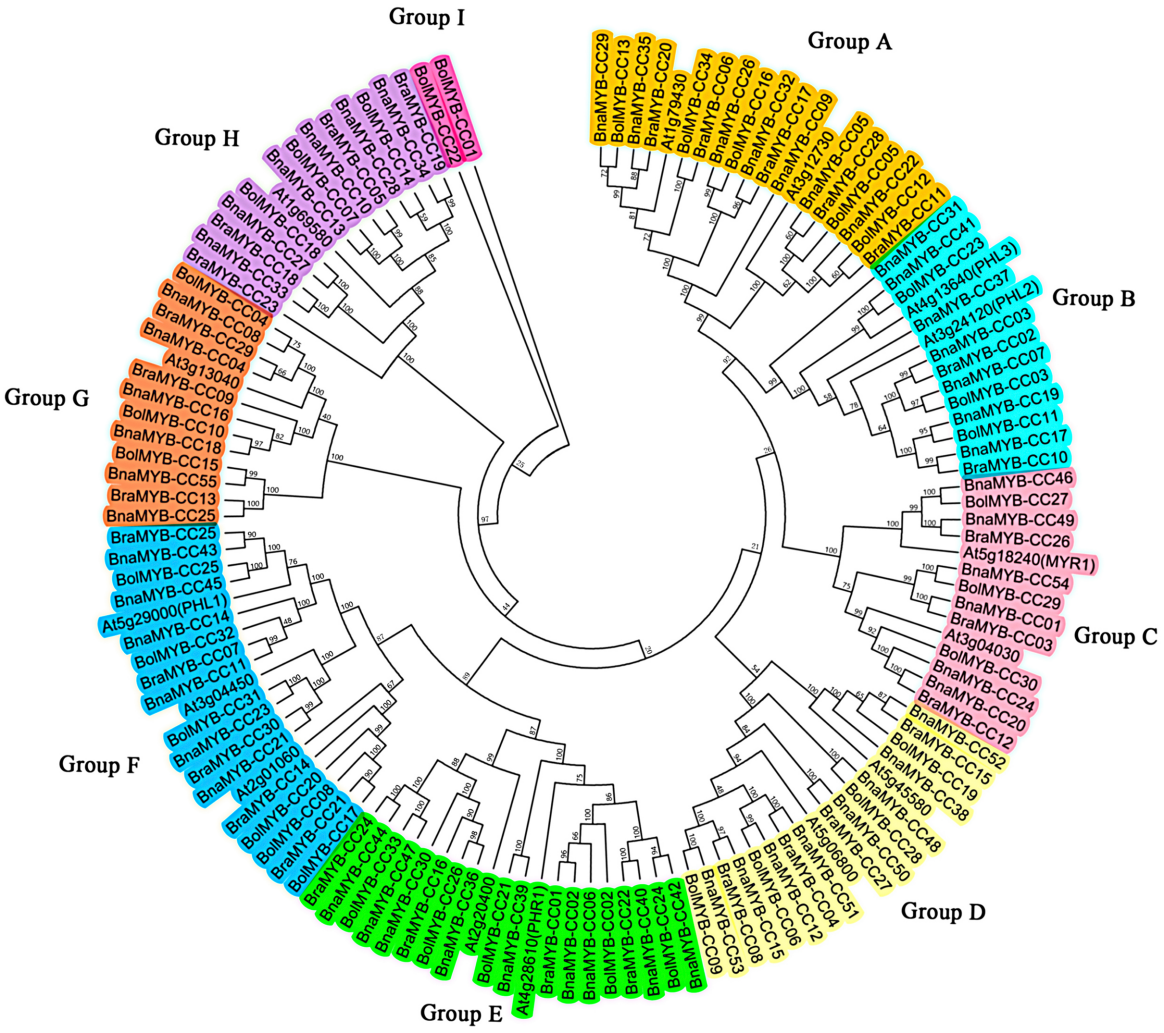
Phylogenetic tree of MYB-CC proteins of *A. thaliana*, *B. napus*, *B. rapa*, and *B. oleracea*. The phylogenetic tree was generated using the Neighbor-Joining (NJ) method implemented in the MEGA 6.0 software with JTT model and pairwise gap deletion option. The bootstrap analysis was conducted with 1,000 iterations.

### Chromosomal distribution of MYB-CC genes

In order to determine the chromosomal distribution of *MYB-CC* genes, we searched the *Brassica* genome database and mapped *MYB-CC* genes to the corresponding chromosomes. The results showed that 50 *BnaMYB-CC* genes were distributed across 17 chromosomes except for A_n_04 and C_n_04 (Fig. 2). There were 27 *BraMYB-CC* genes located on nine chromosomes except for A_r_04, and 28 *BolMYB-CC* genes were distributed on eight chromosomes except for C_o_04 (Fig. 2). Five *BnaMYB-CC* genes (*BnaMYB-CC51*, *BnaMYB-CC52*, *BnaMYB-CC53*, *BnaMYB-CC54*, and *BnaMYB-CC55*), three *BraMYB-CC* genes (*BraMYB-CC28*, *BraMYB-CC29*, and *BraMYB-CC30*), and six *BolMYB-CC* genes (*BolMYB-CC29*, *BolMYB-CC30*, *BolMYB-CC31*, *BolMYB-CC32*, *BolMYB-CC33*, and *BolMYB-CC34*) were mapped onto unanchored scaffolds (http://www.genoscope.cns.fr and http://brassicadb.org). In the A_n_ subgenome of *B. napus*, chromosome A_n_07 carried the most (seven) *MYB-CC* genes. Chromosome A_n_06 and A_n_08 only contained one *MYB-CC* gene and chromosome A_n_04 did not have *MYB-CC* genes. Comparatively, *BnaMYB-CC* genes were more prevalent in the C_n_ subgenome. Except for chromosome C_n_04, the other chromosomes in the C_n_ subgenome contained two to four *MYB-CC* genes (Table S3).

**Figure 2:**
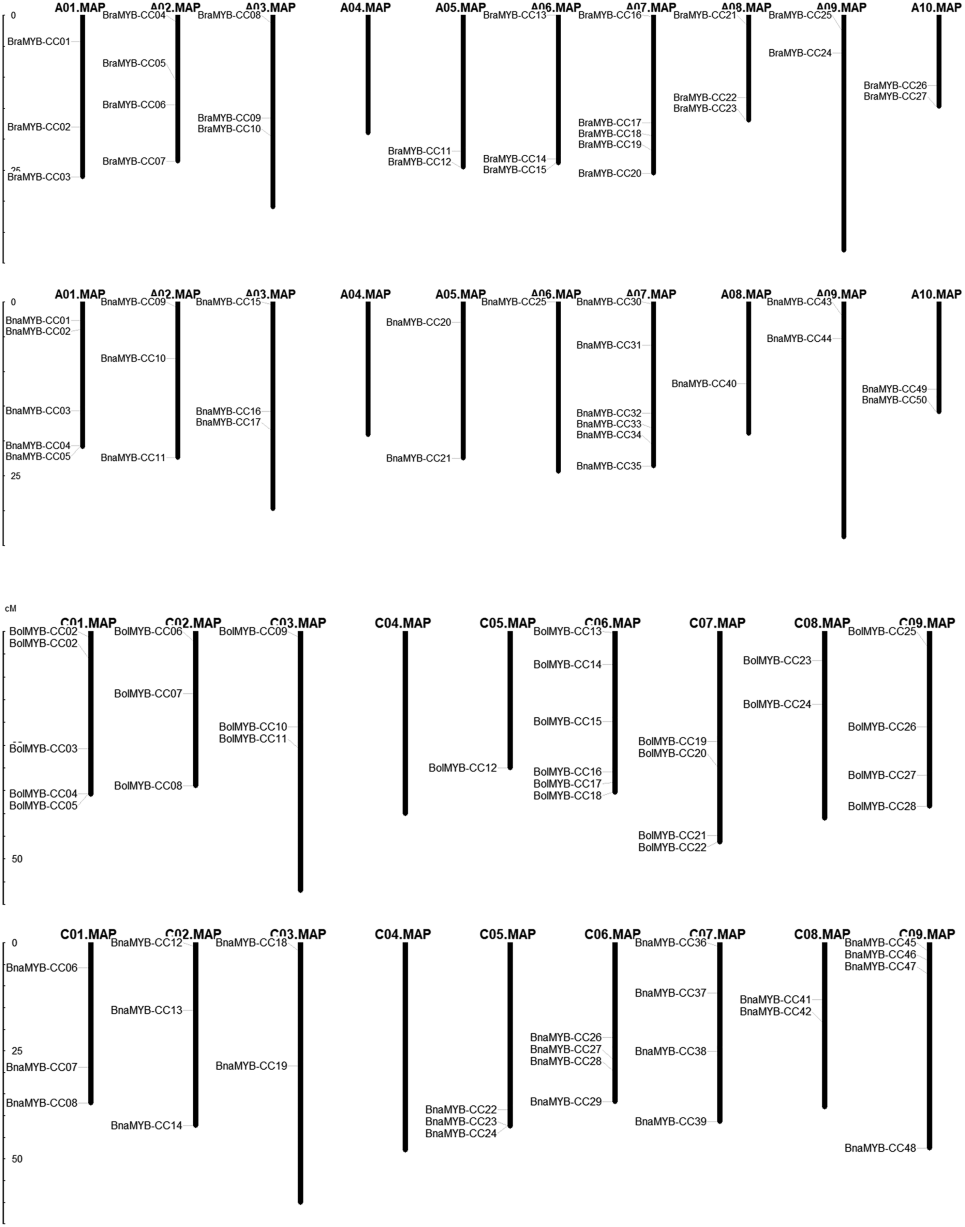
Distribution of *MYB-CC* genes in genomes of *B. napus*, *B. rapa*, and *B. oleracea*.

The relative position of seven *MYB-CC* genes changed on the chromosomes after allotetraploidy. By evolving from diploid to allotetraploid, two *BraMYB-CC* genes were rearranged in the A_n_ subgenome belonging to *B. napus*. Comparatively, the positions of five *MYB-CC* genes in the C_o_ and C_n_ were changed, of which three genes were on chromosome C06 (Fig. 2; Table S4). *MYB-CC* genes were located on several chromosomes, namely A_r_03-A_n_03, A_r_09-A_n_09, A_r_10-A_n_10, and C_o_08-C_n_08. This was a conservative process compared to the gene distribution of *B. napus* and its diploid ancestors (Fig. 2). The results indicated that the genetic variation took place during the evolution of the *B. napus* genome from its diploid progenitors. The A_n_ subgenome was more stable than the C_n_ subgenome, which may be due to the more abundant homologous exchanges or richer transposable elements in the C subgenome (Chalhoub et al., 2014).

### Collinearity analysis and gene duplication

Collinearity analysis of the *MYB-CC* genes was performed on *B. napus* and its two parental species (*B. rapa* and *B. oleracea*). As shown in Fig. 3, the collinear *MYB-CC* genes were widely distributed in the two subgenomes (A_n_ and C_n_) and two genomes (A_r_ and C_o_), indicating that they promote evolution in the *MYB-CC* gene family. We also revealed the extension mechanism of the *MYB-CC* gene family in *B. napus* by studying gene duplication events. The results showed that 35 *BnaMYB-CC* genes formed 36 gene pairs with a high homology between gene and protein sequences. Some genes were involved in the duplication events more than once (Table 2). Among these segmental duplication events, 34 events happened between diverse chromosomes, and two events occurred on the same chromosome (*BnaMYB-CC26* and *BnaMYB-CC29* on C_n_06; *BnaMYB-CC32* and *BnaMYB-CC35* on A_n_07) (Fig. 2). Tandem duplication genes were described as a cluster of duplicated genes within 200 kb (Zhu et al., 2020). However, the two pairs of duplicated genes on the same chromosome were not closely related (Fig. 2; Table 1), suggesting that they were not the product of tandem duplication events.

**Figure 3:**
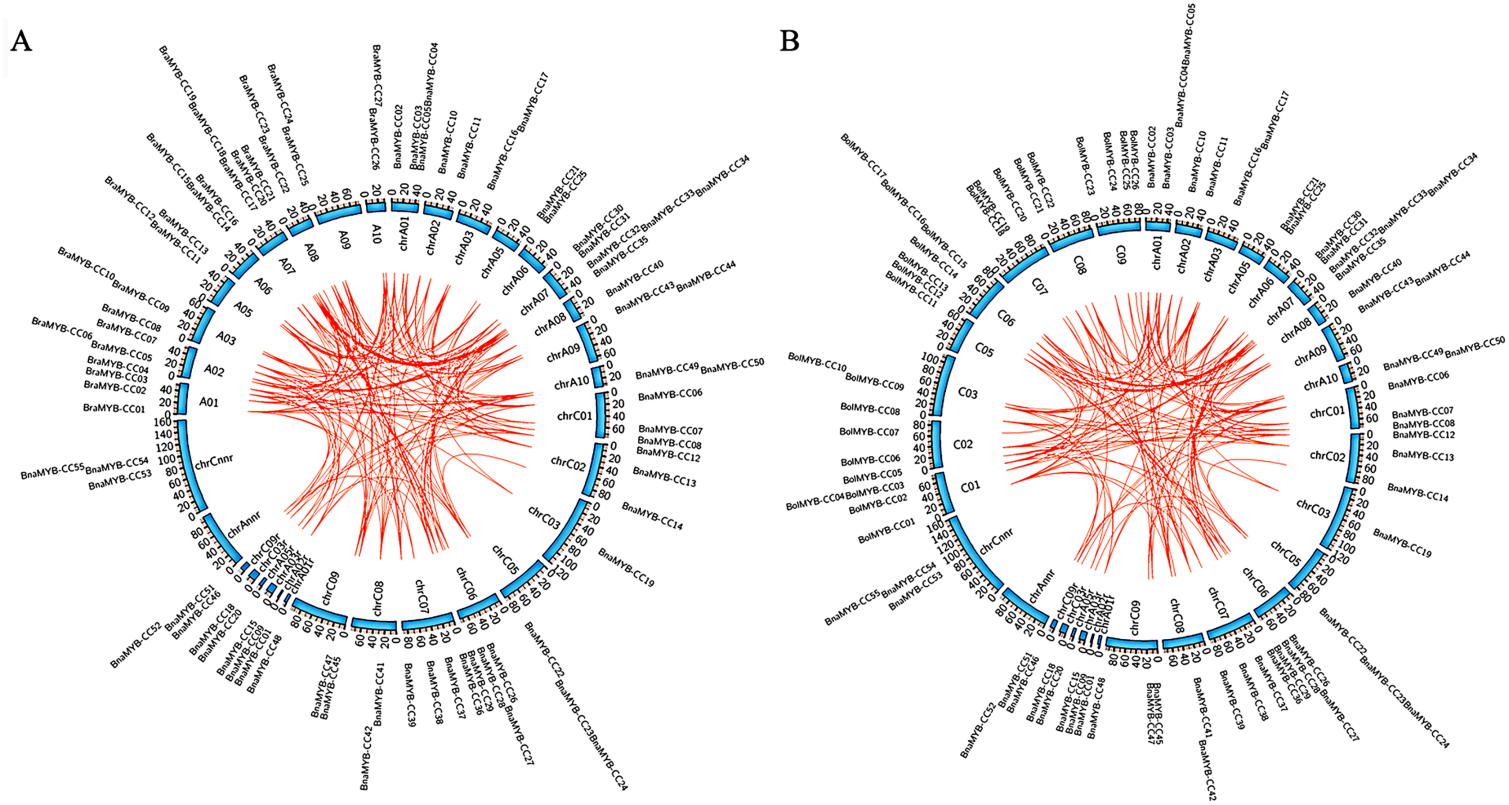
Collinearity analysis of *MYB-CC* genes of *B. napus*, *B. rapa*, and *B. oleracea*.

**Table 2:** *ka* and *ks* of duplicated gene pairs.

Gene pairs		*ks*	*ka*	*ka/ks*
*BnaMYB-CC01*	*BnaMYB-CC20*	0.2596	0.0519	0.1999
*BnaMYB-CC01*	*BnaMYB-CC24*	0.2514	0.0386	0.1535
*BnaMYB-CC02*	*BnaMYB-CC06*	2.2654	2.7285	1.2044
*BnaMYB-CC02*	*BnaMYB-CC40*	0.3314	0.0599	0.1807
*BnaMYB-CC02*	*BnaMYB-CC42*	0.3707	0.0710	0.1915
*BnaMYB-CC03*	*BnaMYB-CC07*	0.0785	0.0091	0.1159
*BnaMYB-CC03*	*BnaMYB-CC17*	0.3526	0.0588	0.1668
*BnaMYB-CC03*	*BnaMYB-CC19*	0.3526	0.0588	0.1668
*BnaMYB-CC04*	*BnaMYB-CC08*	0.0986	0.0222	0.2252
*BnaMYB-CC06*	*BnaMYB-CC40*	0.3713	0.0689	0.1856
*BnaMYB-CC06*	*BnaMYB-CC42*	0.4011	0.0834	0.2079
*BnaMYB-CC07*	*BnaMYB-CC17*	0.3059	0.0673	0.2200
*BnaMYB-CC07*	*BnaMYB-CC19*	0.2916	0.0673	0.2308
*BnaMYB-CC09*	*BnaMYB-CC26*	0.4324	0.1823	0.4216
*BnaMYB-CC09*	*BnaMYB-CC29*	0.2448	0.1710	0.6985
*BnaMYB-CC09*	*BnaMYB-CC32*	0.4324	0.1823	0.4216
*BnaMYB-CC09*	*BnaMYB-CC35*	0.2867	0.1749	0.6100
*BnaMYB-CC10*	*BnaMYB-CC13*	0.0126	0.0150	1.1905
*BnaMYB-CC13*	*BnaMYB-CC34*	0.3190	0.0684	0.2144
*BnaMYB-CC16*	*BnaMYB-CC18*	0.1115	0.0269	0.2413
*BnaMYB-CC17*	*BnaMYB-CC19*	0.1061	0.0090	0.0848
*BnaMYB-CC20*	*BnaMYB-CC24*	0.1083	0.0099	0.0914
*BnaMYB-CC21*	*BnaMYB-CC23*	0.1280	0.0290	0.2266
*BnaMYB-CC26*	*BnaMYB-CC29*	0.2781	0.0420	0.1510
*BnaMYB-CC26*	*BnaMYB-CC32*	0.0307	0.0152	0.4951
*BnaMYB-CC26*	*BnaMYB-CC35*	0.2962	0.0394	0.1330
*BnaMYB-CC27*	*BnaMYB-CC33*	0.0809	0.0467	0.5773
*BnaMYB-CC28*	*BnaMYB-CC34*	0.0187	0.0078	0.4171
*BnaMYB-CC29*	*BnaMYB-CC32*	0.2973	0.0435	0.1463
*BnaMYB-CC29*	*BnaMYB-CC35*	0.0472	0.0073	0.1547
*BnaMYB-CC30*	*BnaMYB-CC36*	0.0779	0.0237	0.3042
*BnaMYB-CC32*	*BnaMYB-CC35*	0.3158	0.0409	0.1295
*BnaMYB-CC40*	*BnaMYB-CC42*	0.1115	0.0077	0.0691
*BnaMYB-CC43*	*BnaMYB-CC45*	0.1013	0.0485	0.4788
*BnaMYB-CC44*	*BnaMYB-CC47*	0.1372	0.0653	0.4759
*BnaMYB-CC46*	*BnaMYB-CC49*	0.1669	0.0122	0.0731

The *ka* (non-synonymous mutation rate) and *ks* (synonymous mutation rate) were calculated using the DnaSP program to better understand the effects of evolutionary constraints on *BnaMYB-CC* genes in *B. napus*. The ratios of *ka* and *ks* of two gene pairs (*BnaMYB-CC02* and *BnaMYB-CC06*; *BnaMYB-CC10* and *BnaMYB-CC13*) were higher than one, indicating that the evolutionary process was actively selected and these genes may function redundantly, resulting in fast evolution (Table 2). However, the remaining 34 gene pairs’ *ka* and *ks* rations were less than one, indicating that most *BnaMYB-CC* genes were conservative and selected in the evolutionary process, resulting in a slower evolutionary rate (Table 2).

### Gene structure and conserved motifs

To better understand the diversity of MYB-CC members, the gene exon/intron structure and conserved protein motifs were investigated. All *BnaMYB-CC* genes were interrupted by several introns, and the exon/intron distribution was complicated (Fig. 4A). *BnaMYB-CC37* contained the most introns (11), while several members in group A had the fewest introns (*BnaMYB-CC05*, *BnaMYB-CC09*, and *BnaMYB-CC22* with four introns each). The members belonging to the same group showed similar exon/intron arrangements (Fig. 4A). For example, the *BnaMYB-CC* genes in Group H had five introns with similar positions and lengths, suggesting they may have resulted from gene duplication.

**Figure 4:**
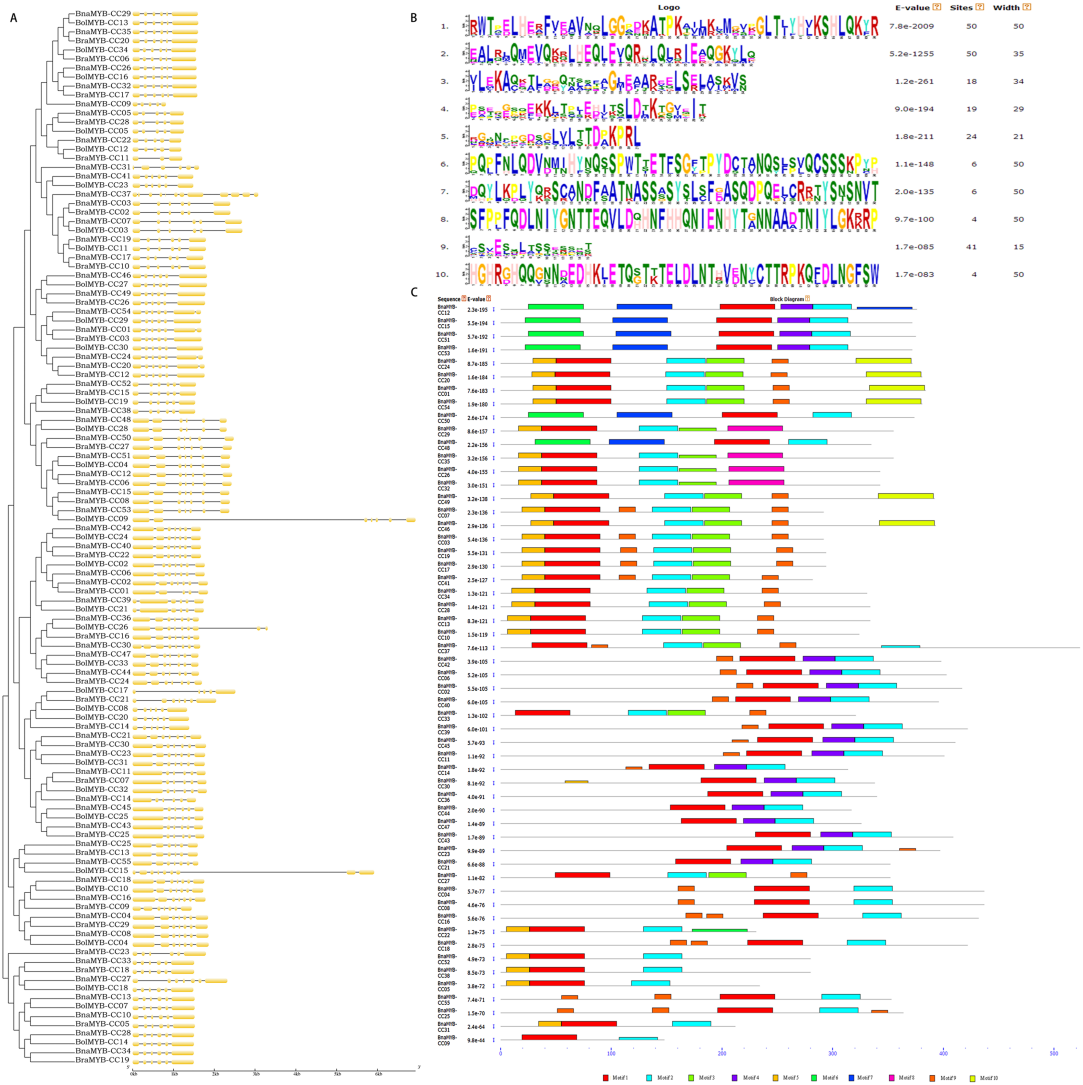
Phylogenetic analysis, exon/intron organization and conserved motifs of *MYB-CC* genes.

Forty-five pairs of homologous genes, which have the closest genetic distance, were analyzed to further investigate the variation of gene structure after allotetraplpidy. The results indicated that the genes were clustered together at the terminal level of the phylogenetic tree (Table S5). Seven pairs of homologous genes showed intron loss/gain variations, while the remaining 38 pairs had the same number of introns (Table S5). In contrast to their ancestral genes, most *BnaMYB-CC* genes had an identical exon/intron phase (Fig. 4A). It should be noted that intron acquisition events mainly occurred in group C. Specifically, *BnaMYB-CC01, BnaMYB-CC20*, and *BnaMYB-CC54* had one more intron than their homologous genes in the diploid progenitors (Table S5). The majority of the homologous pairs retained consistent number and a similar phase of exon/intron, indicating that *MYB-CC* gene structures was conserved.

Ten conserved motifs (motifs 1–10) with lengths ranging from 15–50 amino acids were identified using the MEME program (Fig. 4B). The motifs were annotated using the InterProScan program. The results showed that the MYB-like DNA-binding domain and the predicted coiled-coil domain (motif 1 and 2) were found in all BnaMYB-CCs (Fig. 4C). Moreover, similar to the exon/intron organization, the members belonging to the same group also showed similar motif composition. Motif 6 and 7 were found uniquely in the BnaMYB-CC proteins in Group D. Only the proteins of Group A contained motif 8, while motif 10 was found mainly in Group C (Fig. 4C). The other six motifs were widely distributed among the groups. For example, motif 9 was absent in Group A and Group D (Fig. 4C) indicating that there were similarities in the conserved sequences of different phylogenetic groups.

### Cis-elements in promoters of *MYB-CC* genes

To investigate the *cis-*elements in the promoters of *MYB-CC* genes, a 2 kb sequence upstream of the start codon of each gene was extracted from the *B. napus* genome. The promoter sequences were submitted to PlantCARE. As shown in Fig. 5 and Table S6, two types of *cis-*elements (phytohormone-related and abiotic stress-related elements) were selected. Methyl jasmonate (MeJA)-responsive element (TGACG) and ABA-responsive elements (ABRE) were present in 78.1% and 74.5% of promoters of *BnaMYB-CCs*, respectively. In the promoters of 55 *BnaMYB-CCs*, 21 contained auxin-responsive elements (TGA-element, AuxRE, and AuxRR-core), 26 contained SA responsive element (TCA element), and 27 contained gibberellin-responsive elements (GARE-motif, TATC-box, and P-box). Two *cis*-lements (TC-rich repeats and LTR, related to abiotic stress) were widely distributed in *BnaMYB-CC* promoters. *BnaMYB-CC20* had seven LTRs in its promoter (Fig. 5), indicating that *BnaMYB-CC20* may play a vital role in response to low-temperature stresses. The results suggest *BnaMYB-CCs* may be involved in stress resistance and the hormone signaling pathway. It is worth noting that the *cis*-elements related to light response were found in significant quantity in the promoters of *BnaMYB-CC*. However, our work focused on the *cis*-elements related to phytohormones and thus, light responsive *cis*-elements are not shown in Fig. 5.

**Figure 5:**
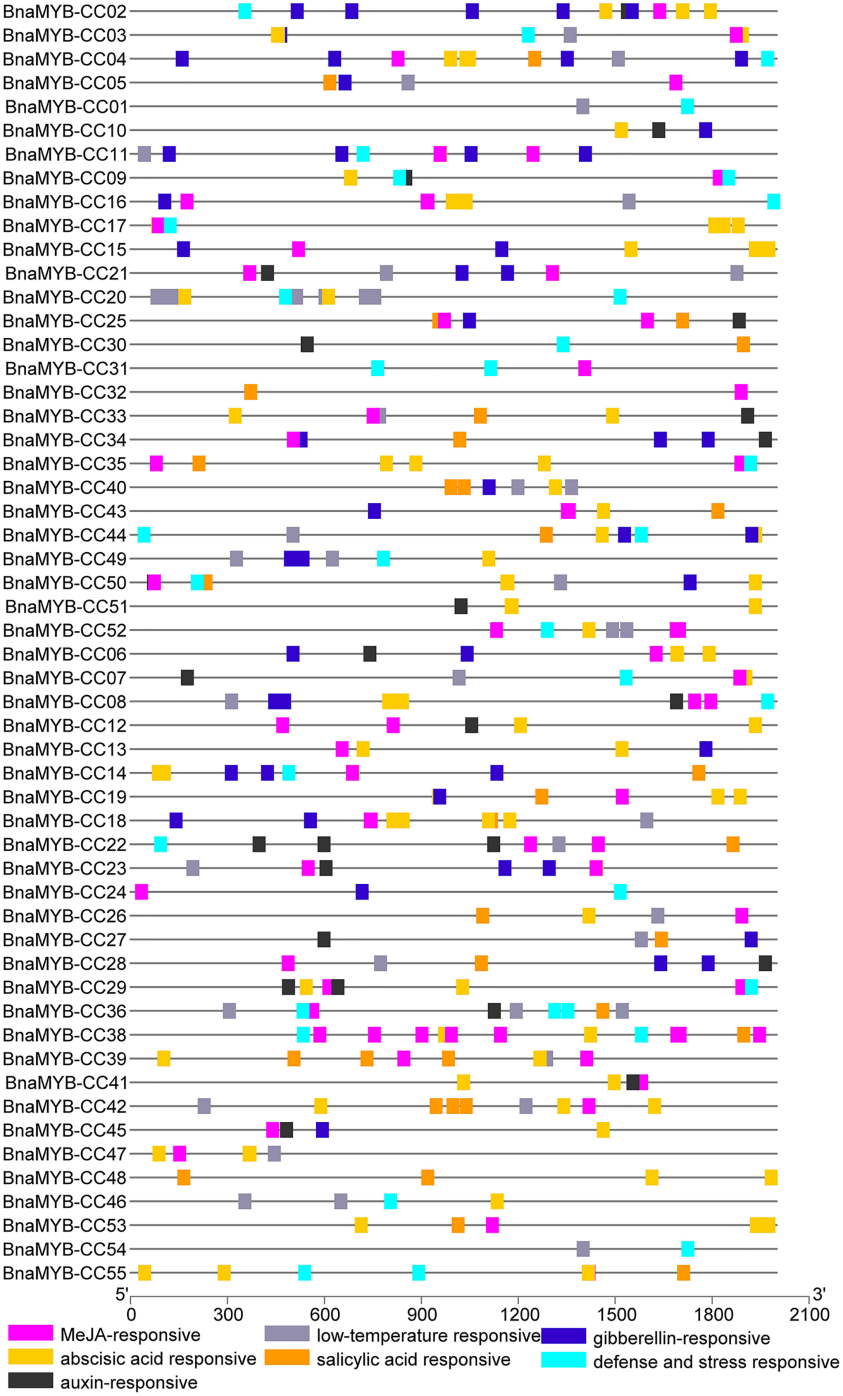
*Cis*-elements analysis of *BnaMYB-CC* genes. The 2 kb sequences upstream from the transcription start site were investigated. Different colored boxes represent different *Cis*-acting elements.

### Expression profiles of *MYB-CC* genes in different tissues

To further understand the biological functions of *MYB-CCs*, the expression profiles of the genes in different tissues of *B. napus, B. rapa*, and *B. oleracea* were assayed based on the transcriptomic data. As shown in Fig. 6, *MYB-CC* genes were expressed widely in diverse tissues. There was a high accumulation of *BraMYB-CCs* transcripts found in the roots (Fig. 6A; Table S7). *BraMYB-CCs* in Group A (*BraMYB-CC06*, *BraMYB-CC17*, *BraMYB-CC20*, and *BraMYB-CC28*) and Group C (*BraMYB-CC03*, *BraMYB-CC12*, and *BraMYB-CC26*) were extensively expressed in tissues except for silique (Fig. 6A). The transcripts of *BolMYB-CCs* were generally found in callus (Fig. 6B; Table S7). In *B. napus*, *BnaMYB-CC05*, *BnaMYB-CC06*, *BnaMYB-CC19*, *BnaMYB-CC40, and BnaMYB-CC42* were significantly expressed in all tissues (Fig. 6C). The majority of *BnaMYB-CC* genes in Group A (*BnaMYB-CC09*, *BnaMYB-CC26*, *BnaMYB-CC29*, *BnaMYB-CC32*, and *BnaMYB-CC35*) and Group C (*BnaMYB-CC01*, *BnaMYB-CC20*, *BnaMYB-CC46*, *BnaMYB-CC49*, and *BnaMYB-CC54*) showed a low level of expression in the ovule, while their transcripts were found in other tissues (Fig. 6C). *BnaMYB-CC12*, *BnaMYB-CC15*, *BnaMYB-CC27*, *BnaMYB-CC33*, *BnaMYB-CC48*, and *BnaMYB-CC55* were expressed in fewer tissues (Fig. 6C).

**Figure 6:**
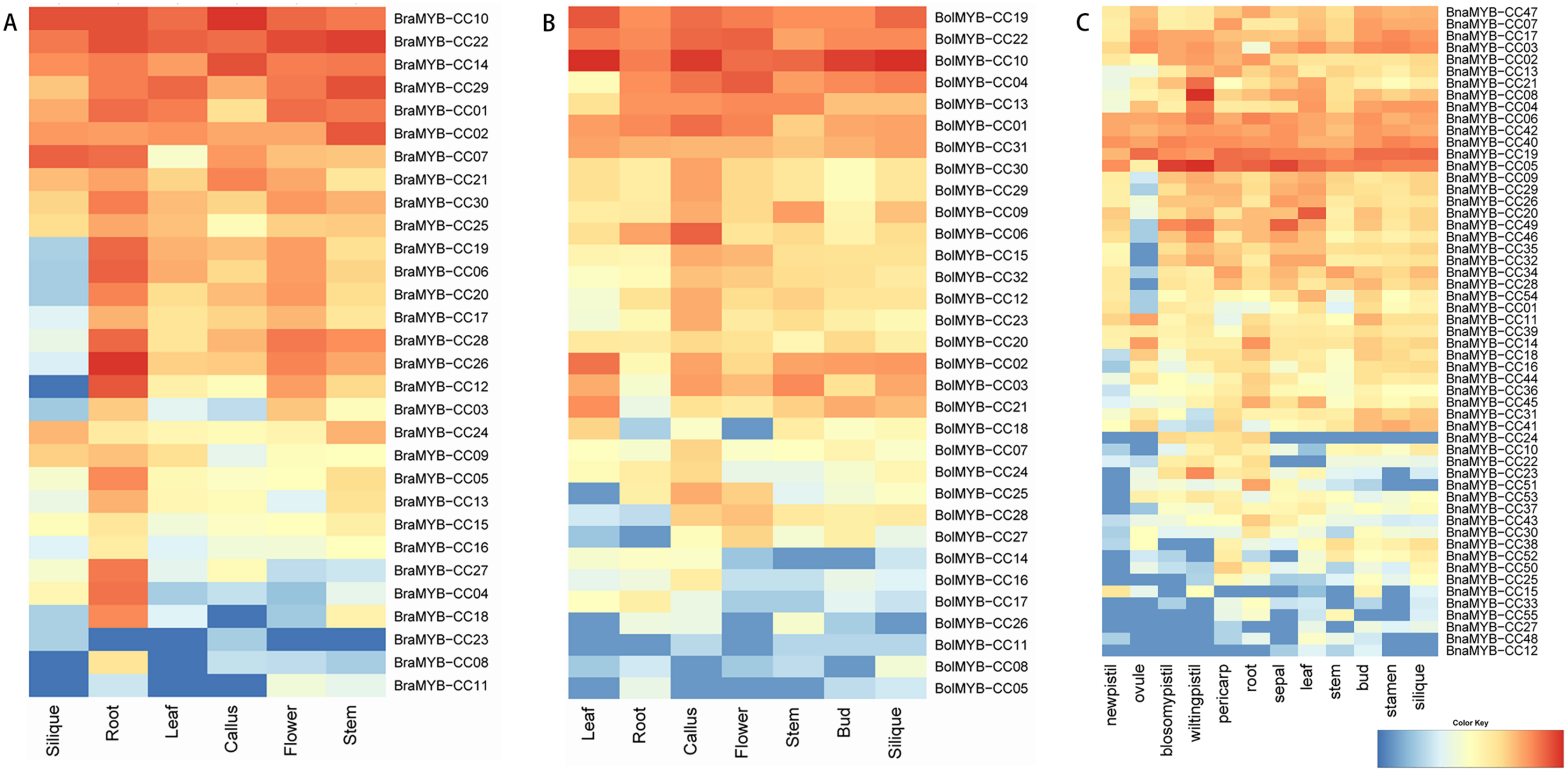
Expression patterns of *MYB-CC* genes in tissues. (A) Expression levels of 30 *BraMYB-CC* genes in six tissues of *B. rapa*. (B) Expression levels of 32 *BolMYB-CC* genes in seven tissues of *B. oleracea*. (C) Expression levels of 55 *BnaMYB-CC* genes in 12 tissues of *B. napus*.

### Expression analysis of *MYB-CC* genes under low Pi stresses

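Plants of the *B. napus* cultivar Zhongshuang11, 2 weeks old, were kept for 24 h in solution with 1 mM Pi (high Pi, HP) or 1 μM Pi (low Pi, LP) before RNA of roots and shoots was sequenced. The *B. napus* data analysed here came from 8 samples, with 2 replicates for each of the 4 combinations of tissue and Pi level. For each gene and sample the authors deposited the number of counted reads and the FPKM value, in separate tables for roots (48895 genes) and shoots (45582 genes), and 41998 genes were in both. The lowest sum of reads over the 4 samples of a tissue was 33 for a gene listed in roots and 36 in shoots. Of the 55 *BnaMYB-CC* genes, 47 were listed for roots and 41 of these also for shoots. *BnaMYB-CC01*, *BnaMYB-CC12*, *BnaMYB-CC25*, *BnaMYB-CC50*, *BnaMYB-CC51*, and *BnaMYB-CC52* were listed for roots only. *BnaMYB-CC15*, *BnaMYB-CC27*, *BnaMYB-CC30*, *BnaMYB-CC33*, *BnaMYB-CC43*, *BnaMYB-CC53*, *BnaMYB-CC54*, and *BnaMYB-CC55* were in neither table.

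The reads counted on genes numbered 15518200 to 16063736 per root sample, with a median of 15812586.5 under HP and 15582751.5 under LP. They numbered 15004122 to 17723538 per shoot sample, with a median of 17062265.5 under HP and 15506727.5 under LP. At this depth 3 reads, taken as the floor of detection, corresponded to between 0.169 and 0.2 CPM (counts scaled to library size by edgeR's cpm), a limit that covers counting error only. The counts were scaled by edgeR's TMM method, and LP was compared with HP in each tissue by edgeR's quasi-likelihood test. Levels are given as TMM-scaled CPM and changes as log2 fold changes of LP over HP. The coefficient of variation between replicates, estimated over all genes, was 0.258 in roots and 0.27 in shoots. How reads that match several gene copies were counted is not stated in the paper's text, so the values of closely related copies are not known to be independent.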

The expression profiles of *MYB-CC*s under low Pi stress were analyzed by RNA-Seq data to identify potential *MYB-CCs* with regulatory roles in Pi starvation responses. The original FPKM values of the transcriptome are shown in Table S8. 

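The deposited FPKM values of *B. napus* summed to between 1048976 and 1143708 over the genes of a root sample and to between 1416047 and 1743164 over those of a shoot sample. Levels in the 2 tissues were therefore compared through the read counts of all 8 samples scaled together, and not through FPKM. Within a tissue, the log2 ratio of the mean FPKM of LP to that of HP had the opposite sign to the fold change from counts for some genes, among others *BnaMYB-CC07* (-0.11 against 0.02), *BnaMYB-CC16* (0.02, against a value below 0 that rounds to 0.00) and *BnaMYB-CC32* (0.03 against -0.08) in roots, and for *BnaMYB-CC05* (0.05 against -0.09) in shoots. For these 4 genes the change from counts was smaller than its standard error, 0.19, 0.41, 0.44 and 0.33 in the order given.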

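Across all genes, 1 of the 48895 root genes and 107 of the 45582 shoot genes (94 higher and 13 lower under LP) had an adjusted p-value under 0.05 between LP and HP (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The unadjusted p-value was under 0.05 for 4420 root genes and 4566 shoot genes. With DESeq2's test in place of edgeR's, the alternative that moved these counts most, 691 root genes and 1025 shoot genes passed. With the replicate number, taken from the sample titles, as a block, 2 root genes and 180 shoot genes passed edgeR's test. None of the 47 listed *BnaMYB-CC* genes in roots and none of the 41 in shoots passed, with an adjustment over all genes or over the family alone and with or without the block. The unadjusted p-value was under 0.05 for 6 *BnaMYB-CC* genes in roots and 3 in shoots. The lowest adjusted p-value of a family member over all genes was 0.42 in roots and 0.326 in shoots without the block, and 0.24 and 0.279 with it. Over the family alone it was 0.342 and 0.437 without the block, and 0.251 and 0.337 with it. A test of the difference between the root and the shoot response gave 0 of 41998 genes with an adjusted p-value under 0.05, and 2086 with an unadjusted one. With DESeq2's test 171 genes passed, and with root and shoot samples of the same Pi level and number as a block, chosen after seeing the data, 48 passed edgeR's test. For the family that test also gave 0 genes, and 2 with an unadjusted p-value under 0.05.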

A heatmap was constructed to display diverse expression levels in the roots and shoots under low or high Pi conditions (Fig. 7). The expression of most *MYB-CC* genes was more active in the roots than that in the shoots, especially *BraMYB-CCs* and *BolMYB-CCs* (Fig. 7). 

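For *B. napus*, the 41 *BnaMYB-CC* genes listed for both tissues were compared between roots and shoots, with LP and HP weighted equally. The level was higher in roots for 15 genes and higher in shoots for 26. The difference had an adjusted p-value under 0.05 for 20 genes, of which 9 were higher in roots and 11 in shoots, for 21 genes when adjusted over the family alone, and for 23 genes with the replicate number as a block. The difference passed DESeq2's test for 18 genes, 7 higher in roots and 11 in shoots. With root and shoot samples of the same Pi level and number as a block, a fit chosen after seeing the data, it passed for 24 genes, 10 higher in roots and 14 in shoots. The CPM values of the 41 genes summed to 367 ± 29.8 (SD, n = 4) in roots and 440 ± 30.6 (SD, n = 4) in shoots. With scaling by library size alone the difference passed for 24 genes, 17 higher in roots and 7 in shoots. That scaling moved the count of genes higher in roots most, to 27 of 41, and the median root over shoot log2 ratio of all genes from 0.04 to 0.53. The genes with the largest excess in roots were *BnaMYB-CC48* (log2 ratio 2.19, standard error 0.38) and *BnaMYB-CC13* (1.59, standard error 0.19). Those with the largest excess in shoots were *BnaMYB-CC45* (-2.46, standard error 0.33) and *BnaMYB-CC26*. The genes listed for roots only were not in this count.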

The expression patterns of several genes were altered after allopolyploidy. 

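*BnaMYB-CC26* (BnaC06g19840D, chromosome C06, 21970139 to 21972032) had 2.06 ± 0.575 CPM in roots and 8.51 ± 1.31 CPM in shoots (SD, n = 4 in each tissue). Its root over shoot log2 ratio was -2.08 (standard error 0.22), with an adjusted p-value of 7.91e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *BnaMYB-CC23* (BnaC05g47270D, chromosome C05, 42338193 to 42340293) had 11.1 ± 2.67 CPM in roots and 27.4 ± 11.8 CPM in shoots. The log2 ratio of this gene was -1.27 (standard error 0.27), with an adjusted p-value of 0.00456. *BnaMYB-CC44* (BnaA09g10270D, chromosome A09, 5256551 to 5258734) had 1.4 ± 1.13 CPM in roots and 1.78 ± 0.492 CPM in shoots. This difference was within the spread between samples, with a log2 ratio of -0.46 (standard error 0.50) and an adjusted p-value of 0.477, and its sign changed to 0.04 with scaling by library size alone. With the replicate number as a block, the log2 ratios were -2.08, -1.27 and -0.57, with adjusted p-values of 0.000113, 0.0056 and 0.207.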

For example, *BraMYB-CC24*, *BolMYB-CC16*, and *BolMYB-CC31* were mainly expressed in the roots, while their orthologous genes *BnaMYB-CC44*, *BnaMYB-CC26*, and *BnaMYB-CC23* were expressed dramatically in the shoots (Fig. 7). However, other genes retained the same expression pattern after allopolyploidy, implying that the *BnaMYB-CC* genes were conserved and maintained similar functions in diploid progenitors (Fig. 7; Table S8).

**Figure 7:**
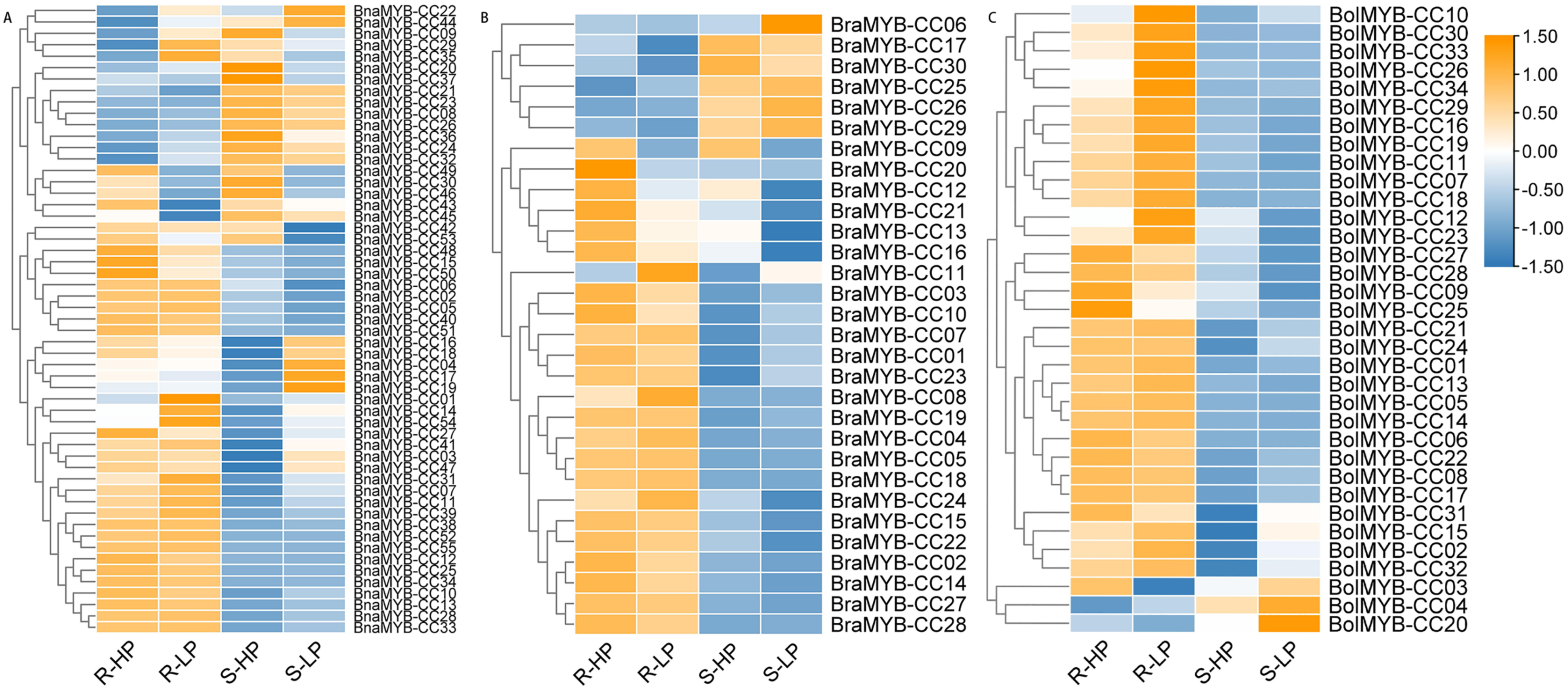
Expression patterns of *MYB-CC* genes in response to low Pi stresses. (A) Expression levels of 30 *MYB-CC* genes in *B. rapa*. (B) Expression levels of 34 *MYB-CC* genes in *B. oleracea*. (C) Expression levels of 55 *MYB-CC* genes in *B. napus*. HP, high Pi condition; LP, low Pi condition. The heat map was created using TBtools.

Approximately half of the *BnaMYB-CCs* were induced by low Pi stress in both roots and shoots (Fig. 7). 

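In roots, 15 of the 47 listed *BnaMYB-CC* genes had a log2 fold change above 0 and 32 were lower under LP, with changes from -1.72 to 1.18 and a median of -0.14. In shoots, 16 of 41 genes were higher and 25 were lower, with changes from -1.42 to 0.71 and a median of -0.14. Of the 41 genes listed in both, 6 were higher under LP in both tissues. Leaving out each replicate in turn gave from 12 to 19 genes in roots, from 14 to 20 in shoots and from 5 to 9 in both. Scaling by library size alone gave 15, 12 and 4, and moved the median change of all shoot genes to -0.20. Taking the replicate number as a block gave 15 genes in roots, 15 in shoots and 5 in both. Both LP samples lay above both HP samples for 2 genes in roots and 6 in shoots, and below them for 16 and 15 genes. Chance separates the groups, in one direction or the other, for 33.3% of genes with 2 samples against 2.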

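In roots, *BnaMYB-CC44* (BnaA09g10270D) was the single listed family member with a log2 fold change of at least 1. It rose from 1.02 ± 0.568 CPM under HP to 2.31 ± 1.89 CPM under LP (SD, n = 2). This change of 1.18 (standard error 0.79) had an adjusted p-value of 0.742 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block the log2 fold change was 1.04 (adjusted p-value 0.594). The change without the block ranged from -0.07 to 1.89 when each replicate was left out in turn, and the gene's counts were 22 and 10 under HP and 57 and 15 under LP. *BnaMYB-CC01* (BnaA01g37390D) and *BnaMYB-CC32* (BnaA07g20350D) changed by -0.37 (standard error 0.46) and -0.08 (standard error 0.44) in roots, less than their spread.

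In shoots, no listed member reached a log2 fold change of 1. *BnaMYB-CC04* (BnaA01g30110D) rose from 13 ± 2.16 to 18.9 ± 5.31 CPM and *BnaMYB-CC16* (BnaA03g32590D) from 3.57 ± 0.554 to 5.24 ± 0.356 CPM (SD, n = 2), with both LP samples above both HP samples. Their log2 fold changes were 0.54 (standard error 0.28, adjusted p-value 0.58) and 0.55 (standard error 0.32, adjusted p-value 0.627). *BnaMYB-CC18* (BnaC03g73670D) changed by 0.47 (standard error 0.35), with overlapping samples. *BnaMYB-CC10* (BnaA02g14410D) fell by 0.61 on the log2 scale (standard error 0.51, adjusted p-value 0.746), from 2.17 ± 0.778 to 1.42 ± 0.287 CPM. The block changed these values to 0.53, 0.56, 0.51 and -0.58, and none passed the adjustment. A log2 fold change of -1 or less was found for 2 genes in each tissue.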

Notably, some *BnaMYB-CCs* were induced twofold or more in roots (*BnaMYB-CC01*, *BnaMYB-CC32*, and *BnaMYB-CC44*) or shoots (*BnaMYB-CC04*, *BnaMYB-CC10*, *BnaMYB-CC16*, and *BnaMYB-CC18*) under low Pi conditions (Table S8). In *B. rapa* and *B. oleracea*, approximately one-third of *BraMYB-CCs* and two-thirds of *BolMYB-CCs* genes were up-regulated under low Pi stress in roots (Fig. 7; Table S8). 

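Of the 8 *BnaMYB-CC* genes of Group D, 6 were listed for roots and 2 for shoots. In roots, *BnaMYB-CC12* (-0.82, standard error 0.51), *BnaMYB-CC50* (-0.70, standard error 0.35), *BnaMYB-CC51* (-0.99, standard error 0.39), and *BnaMYB-CC52* (-0.44, standard error 0.48) had negative log2 fold changes. *BnaMYB-CC38* (0.16, standard error 0.31) and *BnaMYB-CC48* (0.23, standard error 0.26) had positive ones. Both LP samples were below both HP samples for *BnaMYB-CC12*, *BnaMYB-CC50* and *BnaMYB-CC51*. The lowest adjusted p-value in the group was 0.534, for *BnaMYB-CC51* (edgeR's quasi-likelihood test). The mean log2 fold change was -0.43 in roots, with an SD between replicates of 0.50, and edgeR's rotation gene set test fry gave an adjusted p-value of 0.582 (Benjamini-Hochberg adjustment over the 10 gene sets tested). The block changed the mean to -0.46 and the adjusted p-value to 0.747. In shoots, *BnaMYB-CC38* changed by -0.60 (standard error 0.47) and *BnaMYB-CC48* by 0.36 (standard error 0.74), from counts of 10 and 25 under HP and 9 and 26 under LP. Their mean was -0.12, with an adjusted p-value of 0.698 from fry, and -0.14 and 0.747 with the block. Leaving out each replicate in turn moved the group's mean from -0.85 to -0.12 in roots and from -0.67 to 0.22 in shoots. *BnaMYB-CC15* and *BnaMYB-CC53* were in neither table, and the fold changes of *BnaMYB-CC12*, *BnaMYB-CC50* and *BnaMYB-CC51* could not be computed for shoots. The paper does not name *BnaMYB-CC38* and *BnaMYB-CC52* among the members that fell. Without them the mean was -0.57 over the 4 genes in roots, and *BnaMYB-CC48* alone was left in shoots.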

In *B. napus, BnaMYB-CCs* of Group D (*BnaMYB-CC12*, *BnaMYB-CC15*, *BnaMYB-CC48*, *BnaMYB-CC50*, *BnaMYB-CC51*, and *BnaMYB-CC53*) were significantly down-regulated in both roots and shoots under low Pi stress (Fig. 7C; Table S8). 

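The 7 *BnaMYB-CC* genes of Group A, *BnaMYB-CC05*, *BnaMYB-CC09*, *BnaMYB-CC22*, *BnaMYB-CC26*, *BnaMYB-CC29*, *BnaMYB-CC32*, and *BnaMYB-CC35*, were listed for both tissues. In roots, 6 of them were lower and 1 was higher under LP, with a mean log2 fold change of -0.59 (SD between replicates 0.11). The set passed an unadjusted threshold of 0.05 in edgeR's fry, with and without the block, but not the adjustment over the 10 sets, which gave 0.0953, and 0.144 with the block. The mean of the group's log2 CPM was 1.84 and 1.95 in the HP root samples and 1.28 and 1.40 in the LP ones. *BnaMYB-CC05* (BnaA01g30340D) fell from 27.4 ± 4.99 to 16.9 ± 0.665 CPM (SD, n = 2), a log2 fold change of -0.69 (standard error 0.20) with an adjusted p-value of 0.42 from edgeR's quasi-likelihood test. *BnaMYB-CC35* had the largest fall, -1.72 (standard error 0.64), and *BnaMYB-CC29* was the gene that rose, by 0.36 (standard error 0.50). *BnaMYB-CC35* lies in a segment of chromosome A07 and *BnaMYB-CC29* in a segment of chromosome C06 in which most genes differed between single samples, in roots and shoots alike. Without genes of such segments, a choice made after the data were seen, the mean of the 5 remaining genes was -0.55 and no longer passed the unadjusted threshold. In shoots, 6 genes were lower and 1 higher under LP, with a mean of -0.43 (SD between replicates 0.22) and an adjusted p-value of 0.545, and -0.39 and 0.747 with the block. The level was higher in shoots than in roots for 6 of the 7 genes, with root over shoot log2 ratios of -2.08 for *BnaMYB-CC26*, -1.91 for *BnaMYB-CC32*, -1.09 for *BnaMYB-CC09*, -0.73 for *BnaMYB-CC29*, -0.70 for *BnaMYB-CC35* and -0.12 for *BnaMYB-CC22*. The difference passed an adjusted p-value of 0.05 (edgeR) for *BnaMYB-CC26*, *BnaMYB-CC32* and *BnaMYB-CC09*, but not for *BnaMYB-CC29* (0.118, and 0.0259 with the replicate block), *BnaMYB-CC35* (0.216) or *BnaMYB-CC22* (0.797). With scaling by library size alone *BnaMYB-CC09* no longer passed and the ratio of *BnaMYB-CC22* was 0.36.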

Seven *BnaMYB-CCs* of Group A were moderately induced by low Pi stress in roots, while their expression levels increased in shoots under high and low Pi conditions (Fig. 7; Table S8). However, *BnaMYB-CC10*, *BnaMYB-CC13*, *BnaMYB-CC27*, and *BnaMYB-CC34* of Group H were induced by low Pi stress in roots prominently. 

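In roots, *BnaMYB-CC10* (BnaA02g14410D, chromosome A02, 8128787 to 8130586) had 7.14 ± 1.78 CPM under HP and 6.01 ± 0.189 CPM under LP (SD, n = 2), a log2 fold change of -0.25 (standard error 0.29). *BnaMYB-CC13* (BnaC02g19330D, chromosome C02, 15635506 to 15637277) had 14 ± 2.86 and 9.77 ± 0.847 CPM, a change of -0.52 (standard error 0.24), with both LP samples below both HP samples. *BnaMYB-CC34* (BnaA07g28130D) had 14.4 ± 8.07 and 7.87 ± 0.0864 CPM, a change of -0.87 (standard error 0.41) that ranged from -1.35 to -0.14 when each replicate was left out. The adjusted p-values of the 3 genes were 0.875, 0.613 and 0.613 from edgeR's quasi-likelihood test, and 0.855, 0.58 and 0.549 with the block. *BnaMYB-CC28* (BnaC06g28050D), the remaining listed member of Group H, rose by 0.92 (standard error 0.43), with an adjusted p-value of 0.613. Its rise with the block was 0.99, with an adjusted p-value of 0.295 from the same test. *BnaMYB-CC28* and *BnaMYB-CC34* are the C06 and A07 copies of a duplicated pair and lie in segments that shifted between samples. Their summed counts over the 4 root samples spanned 0.44 on the log2 scale, while the log2 ratio of one copy to the other spanned 3.23. For the 4 genes together the mean change was -0.18, with an adjusted p-value of 0.646 from edgeR's fry over the 10 gene sets, and -0.12 and 0.747 with the block. *BnaMYB-CC27* and *BnaMYB-CC33*, both also within these segments, were not in the deposited tables.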

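In shoots, 4 of the 6 *BnaMYB-CC* genes of Group H were listed. *BnaMYB-CC13* fell from 4.25 ± 0.0399 CPM under HP to 1.79 ± 0.237 CPM under LP (SD, n = 2), a log2 fold change of -1.24 (standard error 0.37) with an adjusted p-value of 0.326 (edgeR's quasi-likelihood test). *BnaMYB-CC34* changed by -0.78 (standard error 0.40) and *BnaMYB-CC10* was lower as well, but with overlapping samples. *BnaMYB-CC28* changed by 0.63 (standard error 0.35), with both LP samples above both HP samples. Of these, *BnaMYB-CC28* and *BnaMYB-CC34* are in the shifted segments of chromosomes C06 and A07. The mean over the 4 genes was -0.50 (SD between replicates 0.14), which passed an unadjusted threshold of 0.05 in edgeR's fry and had an adjusted p-value of 0.0953 over the 10 sets. The block left the mean at -0.49 and gave an adjusted p-value of 0.453, and the unadjusted one no longer passed. Leaving out genes of the shifted segments, a choice made after the data were seen, gave -0.92 over the 2 remaining genes. Its unadjusted p-value from fry was 0.033. The same choice gave -0.38 in roots.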

All six members of *BnaMYB-CCs* in Group H were induced by low Pi stress in shoots (Fig. 7; Table S8). 

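Of the 8 groups with listed genes, Group C was lower under LP for 5 of 5 genes in roots and 4 of 4 in shoots, with mean log2 fold changes of -0.54 and -0.31. In Group G, 5 of 5 genes were lower in roots (mean -0.24), *BnaMYB-CC16* by less than the rounding, and 4 of 4 were higher in shoots (mean 0.54). Neither group passed edgeR's fry in roots or shoots, in tests chosen after the results were seen. Unadjusted p-values from fry were 0.105 and 0.249 for Group C, and 0.251 and 0.145 for Group G. Adjusted over 24 tests of groups, they were 0.434 and 0.502 for Group C, and 0.502 and 0.434 for Group G. The lowest adjusted p-value of the 24 was 0.304. In Group B, 4 of 7 genes were lower in roots (mean -0.03) and 4 of 7 in shoots (mean -0.15). In Group E, 6 of 8 genes were higher in roots (mean 0.22) and 3 of 8 in shoots (mean -0.04). In Group F, 2 of 5 genes were higher in roots (mean -0.03) and 3 of 5 in shoots (mean 0.08). Scaling by library size alone changed the sign of 1 of these means, that of Group F in shoots, to -0.12. Genes lower in shoots under that scaling numbered 6 of 7 in Group B (mean -0.34), 6 of 8 in Group E and 3 of 5 in Group F. Between groups lay 30.7% of the spread of the log2 fold changes in roots (permutation test over 47 genes, one-sided, p = 0.0323) and 31.2% in shoots (41 genes, p = 0.0676), a comparison chosen after the group means were seen. After adjustment over the 2 tissues these values were 0.0646 and 0.0676. Without the genes of the shifted segments the shares were 43.2% (permutation p = 0.00394) and 53.3% (permutation p = 0.00173). Genes of one group are often copies of each other and are not independent replicates. The permutation leaves the samples fixed, so it does not test whether Pi caused the differences. From its results (Fig. 7; Table S8) the paper states that genes of the same evolutionary group kept a similar expression pattern.

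**Figure D1:**
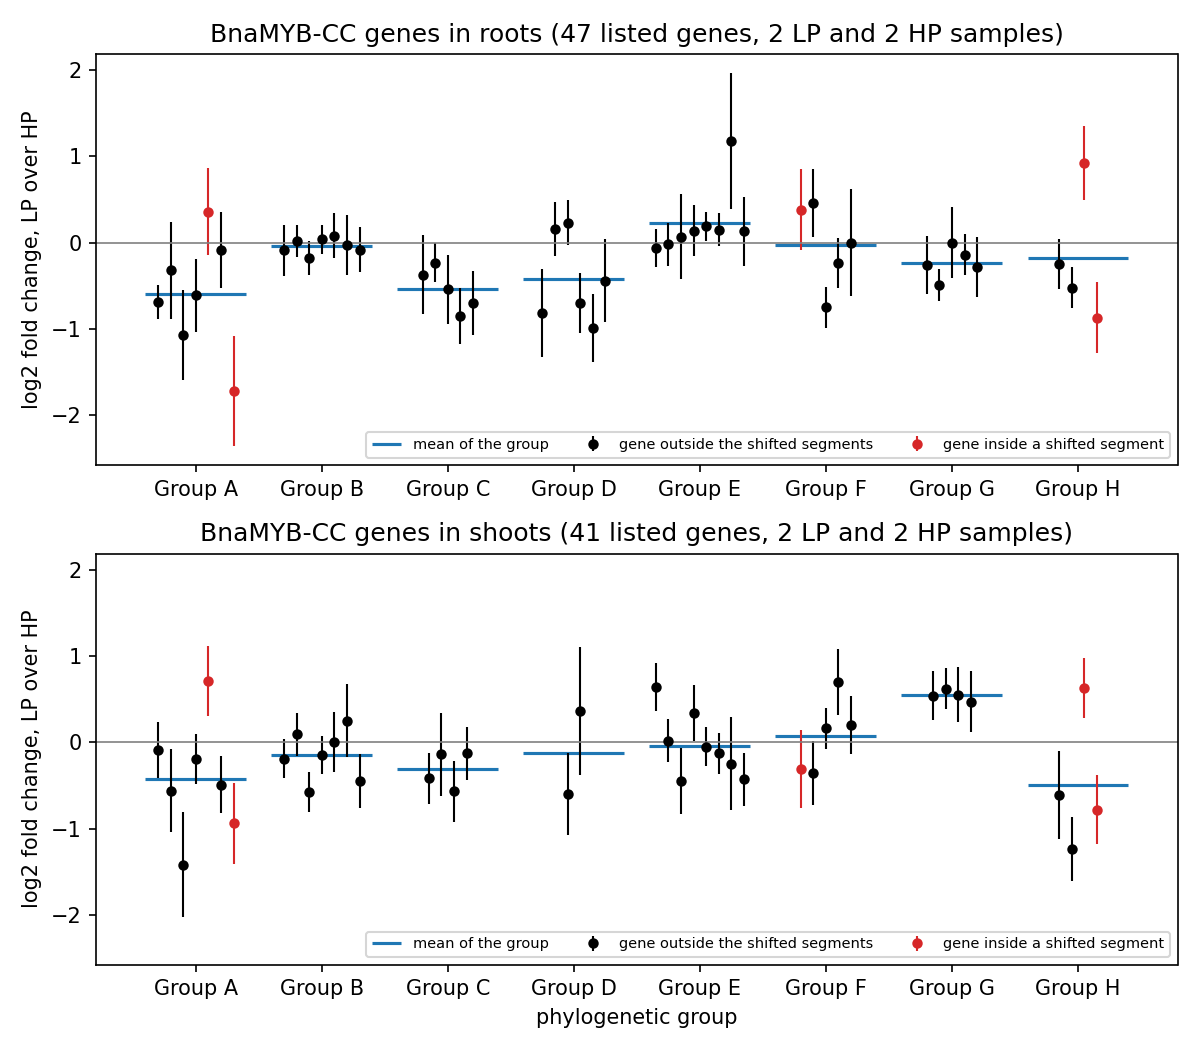
Log2 fold change of LP over HP (vertical axis) of each listed *BnaMYB-CC* gene in roots (top, 47 genes) and shoots (bottom, 41 genes), by phylogenetic group (horizontal axis). Points are genes with bars of 1 standard error, red points are genes in the shifted chromosome segments, and blue lines are group means, from -0.59 (Group A) to 0.22 (Group E) in roots and from -0.50 (Group H) to 0.54 (Group G) in shoots.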

The results indicate that the expression patterns were conservative for *MYB-CCs* of the same evolutionary group.

## Discussion

The MYB-CC family is a subtype within the MYB superfamily. It is contains the MYB domain and the predicted coiled-coil (CC) domain. The MYB-CC family has 15 members in *A. thaliana* (Rubio et al., 2001). PHR1, PHL1, PHL2, and PHL3 have been redundantly involved in regulating Pi starvation responses (Rubio et al., 2001; Bustos et al., 2010; Sun et al., 2016). PHL4 is one of the MYB-CC in Arabidopsis, and was regarded as an unimportant regulator in responses to Pi starvation (Wang et al., 2018). MYB-CCs have also been shown to be involved in plant growth regulation. One member of the MYB-CC Group A, APL, plays a dual role in inhibiting xylem differentiation and promoting phloem differentiation during vascular development (Bonke et al., 2003). MYR1 and MYR2 of MYB-CC Group C are redundant negative flowering time regulators under low light induction (Zhao et al., 2011). GFR of MYB-CC Group D is a low-temperature regulator of flavonoid accumulation (Petridis et al., 2016). The MYB-CC family was also mentioned in other plant species, such as 12 ZmMYB-CCs in maize (Bai et al., 2019) and 13 FvMYB-CCs in woodland strawberry (Wang et al., 2019). *MYB-CC* genes in wheat have been reported in response to drought stress (Li et al., 2019c). Additionally, BnPHR1, which is a vital regulator of low Pi responses, was isolated and identified in *B. napus* (Ren et al., 2012). The comprehensive identification and evolutionary analysis of the MYB-CC family in *B. napus* and its parental species *B. rapa* and *B. oleracea* have not been reported to date. We comprehensively analyzed the MYB-CC family in *Brassica* species and assayed their expression patterns under low Pi stress.

Gene duplication is the main driving force for gene family expansion (Taylor & Raes, 2004). *Brassica* species shared multiple paleo-polyploidy (whole-genome duplication) events with *A. thaliana*, providing primitive genetic material for biological evolution and facilitating the adaption to the changing environments (Bowers et al., 2003). Compared to the 15 *MYB-CC* genes in Arabidopsis, the number of *MYB-CC* genes in *B. napus* (55), *B. rapa* (30), and *B. oleracea* (34) increased significantly. This is due to the additional whole-genome triplication (WGT) event in the *Brassica* species after its differentiation from *A. thaliana* (Lysak et al., 2005; Town et al., 2006; Wang et al., 2011). *B. napus* is a heterotetraploid formed by hybridization between *B. rapa* and *B. oleracea*, followed by chromosome doubling (Cheung et al., 2009; Chalhoub et al., 2014; Wu et al., 2019). The segmental and tandem duplication events contribute to the gene family expansion during evolution (Cannon et al., 2004). We found that 35 *BnaMYB-CC* genes formed 36 pairs with high gene and protein sequence identity and similarity. All of these gene pairs were identified as segmental repeats, indicating that the amplification of the *MYB-CC* gene family in *B. napus* may be independent of tandem duplication. The same duplication pattern was reported in other gene families during the evolution from diploid to allotetraploid (Li et al., 2019a; Li et al., 2019b; Wang et al., 2020), and the gene families were mainly influenced by segmental duplication resulting from WGT and allopolyploidy (Li et al., 2017). Specifically, plants retain many duplicate chromosome blocks in their genomes due to polyploidization events, resulting in segmental duplication (Cannon et al., 2004). Tandem repeats are the result of unequal crossing-over between similar alleles (Achaz et al., 2000). Although no tandem duplication was found in this study, it is still an important mechanism for the expansion of gene family in plants. For instance, tandemly arrayed genes comprise more than 10% of the genes in *A. thaliana* genome (Rizzon, Ponger & Gaut, 2006).

Approximately 45 *MYB-CC* genes were predicted to exist in both *B. rapa* and *B. oleracea* as a result of the additional WGT in *Brassica* species. However, only 30 and 34 *MYB-CC* genes occurred in two diploid species and large-scale gene loss after WGT, respectively (Cheng, Wu & Wang, 2014). The *B. rapa* genome contains approximately twice the number of genes of *A. thaliana* due to genomic shrinkage and differential loss of duplicated genes after WGT events (Mun et al., 2009). It has been previously reported that 35% of genes in *Brassica* were lost by a deletion mechanism when WGT occurred (Town et al., 2006). The concentration of some gene products were changed after WGT, which may lead to an imbalance of gene dose. The relatively low retention frequency of these dose-changed genes may also explain the genetic loss after WGT (Freeling, 2008). The number of *MYB-CC* genes in *B. napus* was found to be less than the sum of its two diploid ancestors, indicating gene loss also happened after allopolyploidization. The 13 deleted genes were listed in Table S4, of which five genes belong to the A subgenome and eight belong to the C subgenome. This may be due to the rearrangement of genome sequences after hybridization (Paterson, Bowers & Chapman, 2004). In general, each of *MYB-CCs* in Arabidopsis was expected to have six homologs in *B. napus*. However, 12 *MYB-CCs* of Arabidopsis had less than six homologous genes in *B. napus*. For example, *MYR1* had only two homologs (*BnaMYB-CC46* and *BnaMYB-CC49*), which may be caused by the loss of unnecessary duplicates during evolution. The retained *MYB-CC* gene replications may play a non-redundant role in *B. napus*.

MYB-CC transcription factors are mainly involved in the responses to Pi starvation (Rubio et al., 2001; Nilsson, Muller & Nielsen, 2007; Zhou et al., 2008; Valdes-Lopez et al., 2008; Bustos et al., 2010; Ren et al., 2012; Wang et al., 2013; Sun et al., 2016; Ruan et al., 2017; Wang et al., 2018; Wang et al., 2019). Data on *MYB-CC* genes in *B. napus* are limited; however, the homologous *AtMYB-CCs* may predict the functions of *BnaMYB-CCs* in the same phylogenetic group. In Arabidopsis, *PHL2* is modulated by Pi starvation and is redundant with *PHR1* in regulating the responses to Pi starvation (Sun et al., 2016). 

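In shoots, *BnaMYB-CC03*, *BnaMYB-CC17* and *BnaMYB-CC19* had log2 fold changes of -0.19 (standard error 0.23), -0.58 (standard error 0.23) and -0.15 (standard error 0.22), and *BnaMYB-CC07* had 0.09 (standard error 0.25), or -0.10 with scaling by library size alone. The highest level among these *PHL2* homologs was that of *BnaMYB-CC19*, 32.4 ± 3.72 CPM under HP and 29.2 ± 1.93 CPM under LP (SD, n = 2). Both LP samples were below both HP samples for *BnaMYB-CC03* and *BnaMYB-CC17*, and *BnaMYB-CC17* had an adjusted p-value of 0.474 (edgeR's quasi-likelihood test). The mean over the 4 genes was -0.21 (SD between replicates 0.01), with an adjusted p-value of 0.0244 from edgeR's rotation gene set test fry over the 10 sets, and 0.186 with the replicate number as a block. With limma's camera, which compares the set with all other genes and so asks another question than fry, it did not pass even an unadjusted threshold of 0.05. In roots, the mean was -0.05 (SD between replicates 0.22), with an adjusted p-value of 0.805, and -0.04 and 0.747 with the block.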

The homologs of *PHL2* in *B. napus* (*BnaMYB-CC03*, *BnaMYB-CC07*, *BnaMYB-CC17*, and *BnaMYB-CC19*) were only slightly induced in shoots under low Pi conditions (Fig.7; Table S8), suggesting that the functions of the genes might have changed. The transcription of *AtPHR1* was not significantly regulated by Pi starvation (Rubio et al., 2001) and its homologous genes (*BnaMYB-CC02*, *BnaMYB-CC06*, *BnaMYB-CC39*, *BnaMYB-CC40*, and *BnaMYB-CC42*) in *B. napus* were not induced by low Pi stresses either (Fig.7; Table S8). 

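Among the *PHR1* homologs of *B. napus*, changes in roots lay between -0.06 (*BnaMYB-CC02*) and 0.19 (*BnaMYB-CC40*), each with a standard error of 0.30 or less. Their mean was 0.08, with an adjusted p-value of 0.698 from edgeR's fry, and 0.07 and 0.747 with the replicate number as a block. In shoots the changes lay between -0.13 (*BnaMYB-CC42*) and 0.64 (*BnaMYB-CC02*, standard error 0.28, adjusted p-value 0.523 from edgeR's quasi-likelihood test). The mean in shoots was 0.16, with an adjusted p-value of 0.582, and 0.17 and 0.747 with the block, and it was -0.03 with scaling by library size alone. *BnaMYB-CC06* in shoots changed by 0.02 (standard error 0.25), or by -0.17 under that scaling.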

The homologous genes of *AtPHR1* were also inactive at the transcriptional level under low Pi stress in other plant species (Zhou et al., 2008; Wang et al., 2019). Our results support that post-translational modification mainly regulates the activity of PHR1 (Miura et al., 2005). To date, the functions of the majority of MYB-CC genes in Arabidopsis and in other plant species are still unclear. Under low Pi stress, MYB-CC genes are mainly involved in anthocyanin biosynthesis and accumulation, Pi redistribution and homeostasis in plant shoots, and involved in modification of root system architecture and Pi uptake in plant roots. The differentiation of the expression patterns of *MYB-CC* genes from diploid to allotetraploid suggests that their role assignments in above mentioned processes could be changed. However, the functions of each *MYB-CC* gene in plant Pi homeostasis and low Pi response need to be further studied.

To further characterize the *MYB-CC* genes in responses to Pi starvation evolutionarily, we selected 38 pairs of potential orthologous genes for expression analysis. The expression levels of *BnaMYB-CCs* were significantly lower than in diploid species (Table S9). Some gene pairs with the same location had different expression patterns, whereas others with different location shared similar expression patterns (Table S9). There may be no direct correlation between the relative position of the gene and its expression patterns.

## Conclusions

This study comprehensively evaluated the identification, classification, expression and evolution analyses of *MYB-CC* gene family of *Brassica* species. A total of 30, 34, and 55 *MYB-CC* genes were identified in *B. rapa, B. oleracea*, and *B. napus*, respectively. All of the *MYB-CC* genes were divided into nine groups in the phylogenetic tree. Members of the same group have similar gene structures and conserved motifs, indicating that they could be conserved during evolution. In *Brassica*, WGT and allotetraploidy were vital for the expansion of *MYB-CC* genes. Gene loss occurred widely for a number of reasons during the evolutionary process. An analysis of gene expression under low Pi stress showed that there was no significant relationship between the relative positions of *MYB-CC* genes and their expression patterns. This work will promote the understanding of the *MYB-CC* gene family and assist further analysis of the specific functions of *MYB-CC* genes in the *Brassica* species.

## Supplemental Information

10.7717/peerj.12882/supp-1 Supplemental Information 1 MYB-CC gene family in *B. rapa*. Click here for additional data file.

10.7717/peerj.12882/supp-2 Supplemental Information 2 MYB-CC gene family in *B. oleracea*. Click here for additional data file.

10.7717/peerj.12882/supp-3 Supplemental Information 3 The number of MYB-CC genes in every chromosome in *B. napus*, *B. rapa* and B.oleracea. Click here for additional data file.

10.7717/peerj.12882/supp-4 Supplemental Information 4 The selected differential genes in *B. napus*, *B. rapa* and *B. oleracea*. Click here for additional data file.

10.7717/peerj.12882/supp-5 Supplemental Information 5 Cis-elements in the promoters of MYB-CC genes. Click here for additional data file.

10.7717/peerj.12882/supp-6 Supplemental Information 6 The FPKM values of BraMYB-CC genes in RNA-Seq analysis. Click here for additional data file.

10.7717/peerj.12882/supp-7 Supplemental Information 7 Intron information of MYB-CC gene pairs with the closest evolutionary relationships. Click here for additional data file.

10.7717/peerj.12882/supp-8 Supplemental Information 8 The FPKM values of BnaMYB-CC genes in RNA-Seq analysis. Click here for additional data file.

10.7717/peerj.12882/supp-9 Supplemental Information 9 The expression comparison of MYB-CC genes with relative position changed/maintained. Click here for additional data file.

10.7717/peerj.12882/supp-10 Supplemental Information 10 RNAseq dataset of B. napus. 

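The data set of Supplemental Information 10 lists, for 1999 entries, a *B. napus* gene name and an FPKM value for each of the replicates of roots and shoots under HP and LP. FPKM divides the fragments mapped to a gene by the gene's length and by the sequencing depth of the sample. Gene names that occurred once numbered 1925, of which 917 were also in the deposited root table and 831 in the shoot table. Across these genes, the paper's log2 FPKM averaged over the samples of a tissue had a Pearson correlation of 0.728 with the deposited values in roots and 0.738 in shoots, and of 0.492 and 0.529 between root and shoot values of the different sources. Genes are not independent replicates, so no p-value is given.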

Click here for additional data file.

10.7717/peerj.12882/supp-11 Supplemental Information 11 RNAseq dataset of *B. oleracea*. Click here for additional data file.

10.7717/peerj.12882/supp-12 Supplemental Information 12 RNAseq dataset of B. rapa. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

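RNA-Seq counts of *B. napus* roots and shoots under HP and LP were analysed, in 8 samples with 2 replicates for each of the 4 combinations of tissue and Pi level. Each sample's condition was taken from its title. The samples of B. rapa and B. oleracea were not analysed here. For each tissue the authors deposited 1 table of genes. The authors' read counts per gene are whole numbers without normalization. The authors' FPKM values scale these reads by gene length and sequencing depth. The deposited p-values are false discovery rates of the authors' comparison of the 2 Pi levels, and the paper's text names no test, read counter, aligner or threshold for them. The deposited log2 ratios have the opposite sign to LP over HP for 100% of the genes that differ over 2-fold by counts, and are therefore HP over LP. In that table 660 root genes and 786 shoot genes have a false discovery rate under 0.05, which are the authors' counts.

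Genes were tested with edgeR 4.0.16 (TMM scaling, quasi-likelihood test) in R 4.3.3, separately in roots and shoots, for LP against HP. Differences between tissues, and between the responses of the tissues, came from 1 fit of all 8 samples over the 41998 genes in both tables. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and also over the *BnaMYB-CC* genes alone, and the threshold was an adjusted p-value under 0.05. The filter of edgeR removed none of the listed genes, since the deposited tables already leave out genes with few reads. Gene sets were tested with fry and camera of limma 3.58.1. The 10 sets were Groups A, D and H and the homologs of *PHL2* and *PHR1* named in the Discussion, each in roots and shoots, and the sets of groups follow Fig. 1. DESeq2 1.42.0 served as an alternative. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The pairing of samples used as a block comes from the replicate numbers in the sample titles, which the paper does not describe as pairs. Deviations of same-numbered HP and LP samples correlated across genes by 0.104 in roots and 0.086 in shoots (Pearson's r).

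The standard error of a log2 fold change comes from the model, and an SD is taken over the replicates. For a gene set, the SD between replicates is the square root of the summed variances of its mean log2 CPM within HP and within LP. It is thus the SD of a difference between single HP and LP samples. For a gene whose samples of one Pi level all had 3 reads or fewer, the fold is a lower bound computed against 3 reads. Depth was 15004122 to 17723538 reads per sample. The 10 genes with the most reads took 1.24% to 1.44% of the reads of root samples and 5% to 6.88% of those of shoot samples. The following were named: each *BnaMYB-CC* gene that the paper names, and in each tissue the 2 genes with the largest rise and the 2 with the largest fall among those with an adjusted p-value under 0.05, a mean of at least 1 CPM and all LP samples on one side of all HP samples. They were ranked by the model's log2 fold change, which for a group with 0 reads rests on the prior count. With 2 samples against 2, an exact permutation test cannot reach a p-value under 0.05, so tests rest on the models fitted across genes.

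The procedure was tested on simulated data with 200 changed genes. These were drawn from genes above a read level that some family members do not reach. Each was changed by more than any listed *BnaMYB-CC* gene in the data. Their recovery is therefore no measure of the power to find changes in the family. With dispersions that follow the mean level, edgeR recovered 161 of the 200 in roots and 156 in shoots, with 1 false call in each. With dispersions that also vary from gene to gene it recovered 150 and 142, and 19.79% and 14.46% of the calls were false. Of 200 sets of unchanged genes, fry gave an unadjusted p-value under 0.05 for 12 and 13 in roots and 9 and 14 in shoots. The genes of these sets were simulated independently, unlike the related copies in the sets tested.

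Alternatives chosen before the data were examined were DESeq2's size factors in place of TMM, scaling by library size alone, no filter on low counts, the replicate number as a block, DESeq2's test, all 8 samples in one fit, a stricter threshold, camera in place of fry, FPKM ratios, a prior count of 2, the members of Group D that the text names, and leaving out each replicate. Fits without genes of the shifted chromosome segments, and with root and shoot samples of the same Pi level and number as a block, were added later. Shifted segments were sought in windows of 50 neighbouring genes with at least 100 reads in each tissue, as windows whose median log2 deviation in a sample passed 0.4 in roots and shoots, settings chosen after the shifts had been seen. The search recovered 9 of 9 simulated windows and called 0 of 641 unchanged ones. The names of *BnaMYB-CC* genes were paired with the gene identifiers of the files through the paper's Table 1. No table pairs the identifiers of other genes with symbols, so these identifiers are printed.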

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

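All tests of explanations in this part were chosen after the results were seen.

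The low Pi response outside the MYB-CC family, which the paper does not report, comprised 1 gene in roots and 107 in shoots (edgeR, Benjamini-Hochberg adjustment). The root gene was BnaCnng40400D, with 1 and 3 reads under HP and 650 and 780 under LP, at least 243-fold higher (adjusted p-value 0.0202). In shoots its reads numbered 1 and 2 under HP and 290 and 381 under LP. The named shoot genes that rose were BnaCnng31550D, at least 96-fold (adjusted p-value 0.015), and BnaA05g02780D, at least 56.8-fold (0.0333), both with 0 reads in the HP samples. Those that fell were BnaC06g01200D, at least 39.9-fold lower (0.033), and BnaC02g15380D, at least 34.3-fold lower (0.0492), both with 0 reads in the LP samples. Ranking was by the model's log2 fold change, and other shoot genes had larger lower bounds, up to 141-fold higher and 159-fold lower. In roots the reads of BnaC06g01200D were 122 and 100 under HP and 0 and 1 under LP, and those of BnaC02g15380D were 44 and 101 under HP and 0 and 0 under LP. That shoots had more calls than roots is not itself a test of a different response. The test of the difference gave 0 genes (2086 with an unadjusted p-value under 0.05), 1 gene with the replicate number as a block, 171 with DESeq2, and 48 with root and shoot samples of the same Pi level and number as a block, a fit chosen after seeing the data. Whether the responses differ therefore depends on the fit. With scaling by library size alone 47 shoot genes passed, so scaling between libraries changes the number of calls, which stays above that in roots (1). The 4 samples of a tissue can be split into pairs in 3 ways. With DESeq2, the split by Pi level gave 1025 shoot genes, the split by replicate number 76, and the crossed split, which like that by Pi level parts the same-numbered samples, 31. In roots these were 691, 77 and 31. With edgeR the other splits gave 0 genes, against 1448 and 828 in shoots and 1945 and 970 in roots with an unadjusted p-value under 0.05. The split by Pi gave the most calls in each tissue. With 3 splits no share under 0.05 is possible, so counting splits cannot tell the calls apart from differences between plants unrelated to Pi.

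A signal along the chromosomes appeared in single samples. Of 654 windows of 50 neighbouring genes, 32 were shifted in roots and in shoots, and they formed 7 segments on chromosomes A02, A07, C03, C06 and C09. At the start of C03 the median log2 deviation was -3.17 in roots and -2.83 in shoots of HP replicate 1, and 0.14 and -0.04 in HP replicate 2. The LP samples there had 1.46 and 1.63 in roots and 1.64 and 1.39 in shoots. Several explanations were tested. Chance runs of genes gave no shifted window in 100 random gene orders, where the largest shift was 0.255. A fault of single libraries would not recur in the other tissue, whereas the shifts of roots and shoots with the same Pi level and number correlated across windows and samples with r = 0.922, against 0.146 with the other replicate. Low Pi as the cause would shift both HP samples alike, and at the start of C03 they differed by -3.31 in roots and -2.79 in shoots, which low Pi does not account for. In 4 of the 7 segments, with 30 of the 32 windows and this one included, both HP samples lay on one side of both LP samples in roots and in shoots, which chance gives in 33.3% of comparisons of 2 samples against 2. In the paper's supplementary values for the same Pi levels, the medians of the 4 root samples spanned 0.22 for 10 genes of the A07 segment and 0.11 for 13 genes of the C06 segment, against 1.16 and 1.39 in the deposited values. That goes against low Pi, but the supplementary values differ from the deposited ones, so low Pi is not excluded for A07 and C06. Reads shared between A and C copies would act alike in every sample unless the copies differ between samples, so the share of windows shifted, 4.89%, does not test this explanation. Plants that differ in the A and C copies they carry would trade expression between the copies of a pair. The larger A07 segment (12 windows) and the C06 segment moved in opposite directions in 8 of 8 samples. The smaller A07 segment (1 window) had 0.01 in shoots of LP replicate 2, where C06 had 0.15. The log2 ratio of the copies spanned at least 3.23 over the root samples for the 2 pairs inside these segments, *BnaMYB-CC28* with *BnaMYB-CC34* and *BnaMYB-CC29* with *BnaMYB-CC35*, against a median of 0.70 and at most 1.91 for 18 A and C pairs outside them. This follows largely from how the segments were found and is no separate test. The log2 of the summed copies spanned 0.44 and 0.46 in roots and 0.39 and 0.73 in shoots, against medians of 0.52 and 0.65 outside, which with 2 pairs does not settle the question. For A07 and C06, a candidate explanation is an exchange between homoeologous chromosomes that differs between the plants. Movement in opposite directions was examined for these chromosomes alone. For A02, C03 and C09, no segment of a partner chromosome (C02, A03, A09 or A10) was among the 7. A trade between copies was therefore not shown there. Reads shared between copies that are the same in every sample would not shift single samples. Sharing between copies that differ between samples cannot be told apart from such an exchange. An effect of Pi level is not excluded in A07 and C06, nor as part of the shift at the start of C03. The exchange remains a hypothesis, since no DNA data were analysed here. The paper's text also does not say whether roots and shoots of the same number came from the same plants. A variant against the reference that is specific to a plant was not tested.

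Low Pi calls were concentrated in these segments. They held 28.9% of the DESeq2 calls in roots and 16.5% in shoots, against 4.49% and 4.44% of the genes tested, and 6.54% of the edgeR calls in shoots. The segments were found from differences between the same samples, so an excess of calls there follows in part from how they were found. With 2 samples per Pi level, a difference between the plants sampled could pass as a response to Pi, and for genes in the segments these cannot be told apart. The paper's text does not say how many plants made up a sample.

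Genes with at most 3 reads in some samples and at least 30 in the others were frequent in single samples. In roots, 224 genes were off in 1 sample, and 186 in shoots. Low Pi is not needed for them: 37 root genes were off in both samples of one Pi level, 15 in both of one replicate number and 20 in the crossed pairs. These counts do not settle whether the 37 respond to Pi. Of the genes off in 1 root sample and also listed for shoots, 49.5% were off in the shoot sample of the same Pi level and number alone. Plants that differ in the genes they carry are therefore a candidate explanation for these. The genes named above follow the Pi level in both replicates. Genes off in 2 samples of roots and in the matching 2 of shoots numbered 15 by Pi level, 4 by replicate number and 10 in the crossed pairs, so such a pattern also arises apart from Pi, and for the named genes a difference between plants is not excluded.

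The difference between tissues was singled out for *BnaMYB-CC08* and *BnaMYB-CC02*, because both LP samples were below both HP samples in roots and above them in shoots. For *BnaMYB-CC08* the log2 fold change was -0.49 in roots and 0.62 in shoots. The root response minus the shoot response was -1.12 (standard error 0.31), with an adjusted p-value of 0.714 over all genes, or 0.26 over the family (edgeR). For *BnaMYB-CC02* the difference was -0.71 (standard error 0.33), with an adjusted p-value of 0.68 over the family. The difference for Group G, to which *BnaMYB-CC08* belongs, was -0.79, although the LP and HP samples of *BnaMYB-CC04*, *BnaMYB-CC16* and *BnaMYB-CC18* overlapped in roots. It had an adjusted p-value of 0.304 over 24 tests of groups with fry. Chance among many comparisons therefore remains a possible explanation. Depth differed little between the samples.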

How the results depend on the processing

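The 23 results that answer a comparison, and 75 values of single genes, were recomputed under the alternatives. The filter on low counts removed no gene, so leaving it out could not move a result and shows no stability. Alternatives on the pseudocount for FPKM were not run, since counts were used. The fits that left out a replicate gave values and no tests.

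The count of *BnaMYB-CC* genes past the threshold stayed at 0 in roots and shoots under each alternative with a test, DESeq2's included, against 6 and 3 with an unadjusted p-value under 0.05. The means of Group A in roots and of Group A, Group H and the *PHL2* homologs in shoots stayed below 0 under each alternative. The p-values of gene sets below are unadjusted. They come from rotation tests on 2 samples against 2, except where camera or the fit of all 8 samples is named.

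With DESeq2's test, 691 genes passed in roots, 1025 in shoots and 171 in the test of root against shoot response. With the replicate number as a block these were 2, 180 and 1, and p for Group H in shoots (-0.49) rose to 0.136. Of the 180, 105 were among the 107 of the fit without a block. At an adjusted p-value under 0.01 and a change of at least 2-fold, 0 genes passed in roots and 0 in shoots, where 4420 and 4566 had an unadjusted p-value under 0.05. With library size alone, 47 genes passed in shoots, 27 *BnaMYB-CC* genes were higher in roots than shoots, and signs were reversed for the *PHR1* homologs in shoots (-0.03), *BnaMYB-CC06* (-0.17) and *BnaMYB-CC07* (-0.10) in shoots, and *BnaMYB-CC44* (0.04) and *BnaMYB-CC22* (0.36) between tissues. That scaling moves the median of all genes from -0.01 to -0.20 in shoots and from 0.04 to 0.53 between tissues, which is more than the main values of these results. With all 8 samples in one fit, 169 genes passed in shoots. Group D in roots then had a mean of 0.18 over the 2 genes listed in both tissues, and p for the *PHL2* homologs in shoots (-0.20) rose to 0.109. With camera, p rose to 0.123 for Group H in shoots (-0.50) and to 0.239 for the *PHL2* homologs in shoots (-0.21). With the members of Group D that the text names, the 4 listed for roots gave -0.57 (p 0.202) and the 1 listed for shoots gave 0.36. With FPKM ratios, among the single genes recomputed, signs were reversed for *BnaMYB-CC07* (-0.11), *BnaMYB-CC16* (0.02) and *BnaMYB-CC32* (0.03) in roots and *BnaMYB-CC05* (0.05) in shoots, all with a main value near 0.

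Without genes of the shifted segments, chosen after seeing the data, 6 genes passed in roots (3 higher and 3 lower) and 155 in shoots (134 higher and 21 lower). The p for Group A in roots (-0.55) was then 0.0581, and that for Group H in shoots (-0.92 over 2 genes) was 0.033. With root and shoot samples of the same Pi level and number as a block, also chosen after seeing the data, 48 genes passed in the test of root against shoot response. Leaving out each replicate in turn gave from 0 to 3 *BnaMYB-CC* genes with a rise of at least 2-fold in roots, from 0 to 2 in shoots, and a mean from -0.70 to -0.49 for Group A in roots. Of the 75 values of single genes, 31 moved by more than their standard error in at least 1 of the fits that left out a replicate, and 2 no longer passed their threshold with library size alone (BnaC02g15380D in shoots and *BnaMYB-CC09* between tissues). *BnaMYB-CC29* between tissues passed with either block (adjusted p-value 0.0259 with the replicate number, edgeR). Apart from what the values above show, the cause was not tested.

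Depth limits the genes with few reads. A rise of *BnaMYB-CC44* in roots rests on 10 to 57 reads per sample, and the 8 *BnaMYB-CC* genes in neither table could not be measured.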

Differences from the paper's values

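The paper's values here are ratios of LP to HP computed from the FPKM values of its Table S8, for the genes listed in the deposited tables. A count was taken as near the paper's when the larger was at most 1.5 times the smaller, and a log2 ratio when it had the same sign and lay within its standard error, or for a group within the SD between replicates. Values that came near by this margin still differ from the paper's. In roots, 15 listed *BnaMYB-CC* genes were higher under LP, against the paper's 25. Among the alternatives set before the data were examined, leaving out HP replicate 2 (19) or LP replicate 2 (17) came within that margin, and the others did not. In both tissues 6 genes were higher, against the paper's 11. Leaving out HP replicate 2 of roots (9) or LP replicate 2 of roots (9) came within the margin, and the others did not. A rise of at least 2-fold was found for 1 gene in roots against the paper's 3, and leaving out HP replicate 1 (3) or LP replicate 2 (2) came within the margin. In shoots it was found for 0 genes against the paper's 4, and no alternative came within the margin. Of the genes in both tables, 15 were higher in roots than in shoots against the paper's 23. Scaling by library size alone (27), FPKM ratios (16) and leaving out HP replicate 1 of roots (17), LP replicate 2 of roots (17) or any replicate of shoots (16) came within the margin. DESeq2's size factors, no filter, the replicate block and leaving out the other root replicates did not.

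The mean log2 ratio of Group A in roots was -0.59 against the paper's 0.50, that of Group H in shoots -0.50 against the paper's 0.92, that of the *PHL2* homologs in shoots -0.21 against the paper's 0.68, and that of the *PHR1* homologs in shoots 0.16 against the paper's -0.20. No alternative set before the data were examined brought these 4 within the margin. For Group A in shoots it was -0.43 against the paper's -0.20. DESeq2's size factors (-0.42), the replicate block (-0.39), all 8 samples in one fit (-0.42) and leaving out HP replicate 2 (-0.22) came within the SD of 0.22, with -0.42 at its edge, and the others did not. For the *PHL2* homologs in roots it was -0.05 against the paper's 0.05, and leaving out HP replicate 2 (0.11) alone came within the margin.

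For single genes in roots, the log2 ratio was -0.37 for *BnaMYB-CC01* against the paper's 1.34 and -0.08 for *BnaMYB-CC32* against the paper's 1.25. In shoots it was 0.54 for *BnaMYB-CC04* against the paper's 1.55, -0.61 for *BnaMYB-CC10* against the paper's 2.31, 0.55 for *BnaMYB-CC16* against the paper's 1.10, and 0.47 for *BnaMYB-CC18* against the paper's 1.64. No alternative set before the data were examined brought these within the margin.

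The paper states for the MYB-CC genes of 3 species together that most were more active in roots. Of the *BnaMYB-CC* genes alone, 26 of the 41 listed for both tissues were higher in shoots, with 6 listed for roots only left out, except with scaling by library size alone, where 27 were higher in roots. The paper states that *BnaMYB-CC44* was strongly expressed in the shoots, and its root over shoot log2 ratio was -0.46 with an adjusted p-value of 0.477 (edgeR). The paper states a significant fall of named Group D genes in both tissues. Over all listed members of the group the means were -0.43 in roots and -0.12 in shoots, with adjusted p-values of 0.582 and 0.698 from the rotation test. Of the genes the paper names, the 4 listed for roots had a mean of -0.57 and the 1 listed for shoots had 0.36. The paper states that *BnaMYB-CC10*, *BnaMYB-CC13* and *BnaMYB-CC34* rose in roots, and their log2 ratios were -0.25, -0.52 and -0.87. Those computed from the paper's Table S8 are also below 0 (-0.31, -0.14 and -0.14), so here the difference is from the paper's sentence and not from the sign of its values. Leaving out a replicate gave up to 0.03 for *BnaMYB-CC10*. The paper states that the members of Group H rose in shoots, and 3 of the 4 listed ones fell.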

Other observations

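All tests in this part were chosen after the results were seen.

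The FPKM values of the paper's Table S8 and Supplemental Information 10 differ from the deposited ones, and 4 explanations were tested. Between Pi levels, 16 changes over 2-fold were found in both sources, 9 in roots and 7 in shoots. Of these, 13 (81.2%) had the same direction (exact binomial test, two-sided, p = 0.0213), which leans against exchanged Pi levels. A gene could count in both tissues and the changes share samples, so the p-value is not that of independent draws. The paper's root values correlated across genes with the deposited root values by 0.728 and with the deposited shoot values by 0.492, which goes against exchanged tissues. The log2 ratios of LP to HP, which do not depend on a unit, correlated across genes by 0.19 in roots and 0.023 in shoots, which goes against a difference of unit alone. In the segment of C06, the medians of the 4 root samples spanned 0.11 on the log2 scale in the supplementary values and 1.39 in the deposited values of the same 13 genes. In shoots they spanned 0.18 and 1.30. For 10 genes of the A07 segment they spanned 0.22 and 1.16 in roots. The supplementary values may therefore come from other plants than the deposited ones, which remains a hypothesis. Genes are not independent replicates.

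Between 2 Pi levels, the direction of change in Table S8 was that of the deposited counts for 27 of 47 *BnaMYB-CC* genes in roots and 18 of 41 in shoots, and the log2 ratios correlated across genes by 0.214 and -0.036.

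The log2 fold changes of *BnaMYB-CC* genes differed more between phylogenetic groups than with shuffled groups in roots (permutation p = 0.0323) and fell short of that in shoots (p = 0.0676). Neither passed adjustment over the 2 tissues at 0.05 (0.0646 and 0.0676). Without genes of the shifted segments the values were 0.00394 and 0.00173. Membership of a group may account for part of the differences between LP and HP samples. Shuffling groups leaves the samples fixed, so it tests whether genes of a group moved together and not whether Pi was the cause. An effect of membership cannot be told apart from reads shared between similar copies, since how such reads were counted is not known.

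Of the authors' calls in the deposited table, 35.8% in roots and 20.1% in shoots were in the shifted segments. Their calls included the 1 root gene and 104 of the 107 shoot genes found with edgeR, and no *BnaMYB-CC* gene. Of the 152 genes they called in both tissues, 71 were in the segments.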
